# The thymoproteasome hardwires the TCR repertoire of CD8^+^ T cells in the cortex independent of negative selection

**DOI:** 10.1084/jem.20201904

**Published:** 2021-02-08

**Authors:** Izumi Ohigashi, Melina Frantzeskakis, Alison Jacques, Sayumi Fujimori, Aya Ushio, Fusano Yamashita, Naozumi Ishimaru, Da Yin, Margaret Cam, Michael C. Kelly, Parirokh Awasthi, Kensuke Takada, Yousuke Takahama

## Abstract

The thymoproteasome expressed specifically in thymic cortical epithelium optimizes the generation of CD8^+^ T cells; however, how the thymoproteasome contributes to CD8^+^ T cell development is unclear. Here, we show that the thymoproteasome shapes the TCR repertoire directly in cortical thymocytes before migration to the thymic medulla. We further show that the thymoproteasome optimizes CD8^+^ T cell production independent of the thymic medulla; independent of additional antigen-presenting cells, including medullary thymic epithelial cells and dendritic cells; and independent of apoptosis-mediated negative selection. These results indicate that the thymoproteasome hardwires the TCR repertoire of CD8^+^ T cells with cortical positive selection independent of negative selection in the thymus.

## Introduction

CD8^+^ T cells play an essential role in the protective immune response to malignancy and viral infection. The development of CD8^+^ T cells requires TCR engagement in CD4^+^CD8^+^ immature thymocytes newly generated in the thymic cortex (Starr et al., 2003; Klein et al., 2014). This TCR engagement, referred to as positive selection, is mediated primarily by peptide–MHC class I (MHC-I) complexes displayed by cortical thymic epithelial cells (cTECs; Anderson et al., 1994; Laufer et al., 1996). The majority of cTECs carry unique machinery to produce MHC-I–associated peptides by the specific expression of the thymoproteasome, which contains cTEC-specific proteolytic subunit β5t encoded by *Psmb11* (Murata et al., 2007; Sasaki et al., 2015; Uddin et al., 2017). The β5t-containing thymoproteasome in cTECs is essential for the optimal generation of functionally competent self-protective CD8^+^ T cells (Nitta et al., 2010; Xing et al., 2013; Takada et al., 2015); however, the mechanism for thymoproteasome-dependent CD8^+^ T cell production in the thymus remains unclear. Whether the thymoproteasome directly optimizes cTEC-mediated positive selection or indirectly contributes to T cell production by reducing negative selection has remained controversial.

The thymoproteasome exhibits unique specificity in protein degradation and produces a unique set of MHC-I–associated peptides (Sasaki et al., 2015). It is possible that the thymoproteasome-dependent peptide–MHC-I complexes exclusively expressed by cTECs contribute to the optimization of CD8^+^ T cell production by enhancing positive selection and/or by reducing negative selection (Murata et al., 2018). The thymoproteasome may enhance positive selection by producing MHC-I–associated peptides that are uniquely advantageous to induce positive selection (Xing et al., 2013; Sasaki et al., 2015). An alternative, but not mutually exclusive, possibility is that the thymoproteasome may optimize CD8^+^ T cell production by avoiding and reducing negative selection (Kincaid et al., 2016; Tomaru et al., 2019). The thymoproteasome-dependent self-peptide–MHC-I complexes may create a difference in MHC-I–associated self-peptides between cTECs and other antigen-presenting cells. This difference in self-peptides between cTECs and other thymic antigen-presenting cells provides a window for positively selected CD8^+^ T cells to escape from subsequent negative selection by identical self-peptide–MHC-I complexes displayed by a variety of thymic antigen-presenting cells not limited to cTECs (Kincaid et al., 2016; Tomaru et al., 2019). Indeed, thymocytes that are positively selected in the thymic cortex migrate to the thymic medulla, in which various antigen-presenting cells, including medullary thymic epithelial cells (mTECs) and dendritic cells (DCs), establish self-tolerance in newly generated T cells (Klein et al., 2014; Cosway et al., 2017). It is possible that the thymic medulla contributes to the negative selection of thymocytes that have been positively selected by overlapping self-peptide–MHC-I ligands shared by cTECs and medullary antigen-presenting cells, while allowing the survival and development of CD8^+^ T cells positively selected by a unique set of thymoproteasome-dependent self-peptide–MHC-I ligands expressed in cTECs.

To better understand the mechanism for the thymoproteasome-mediated optimization of CD8^+^ T cell production, we performed a high-throughput deep-sequencing analysis of the TCRαβ repertoire in polyclonal CD8^+^ T cells produced in the presence or absence of the thymoproteasome. We found that the thymoproteasome influences the V(D)J sequences of the TCRα and TCRβ chains in CD8^+^ T cells, and that the thymoproteasome hardwires the TCR repertoire of positively selected thymocytes in the thymic cortex before the migration to the thymic medulla. We further found that the thymoproteasome optimizes CD8^+^ T cell production independent of the thymic medullary microenvironment; independent of additional antigen-presenting cells, including mTECs and DCs; and independent of the apoptosis-mediated negative selection of developing thymocytes. These results demonstrate that the negative selection–dependent mechanism has no role in the thymoproteasome-mediated optimization of CD8^+^ T cells. Instead, our results reveal a direct contribution of the thymoproteasome intrinsic to positive selection in the thymic cortex governing the generation of the TCR repertoire of CD8^+^ T cells.

## Results

### The thymoproteasome affects TCRαβ V(D)J sequences in CD8^+^ T cells

To explore the mechanism of the thymoproteasome-dependent optimization of CD8^+^ T cells, a high-throughput deep-sequencing analysis of TCRα and TCRβ mRNAs was performed to demonstrate the repertoire of TCR–V(D)J sequences expressed in CD8^+^ T cells isolated from four individual β5t-deficient mice and four individual control mice. The number of sequences assigned to in-frame V(D)J-rearranged TCRs exceeded the number of T cells used for the analysis (Fig. 1 A), verifying that the depth of the TCR sequencing analysis was relevant to the size of the actual TCR repertoire (Casrouge et al., 2000) and comparable to the depths in recent TCR repertoire analyses (Lu et al., 2019; Textor et al., 2018). We first noticed that the repertoire of TCRα and TCRβ sequences in CD8^+^ T cells from β5t-deficient mice was similarly diverse compared with that from control mice, as estimated by the Shannon-Weaver diversity index (Fig. 1 B), suggesting that the absence of the thymoproteasome does not diminish, but maintains, the diversity in the TCR repertoire of CD8^+^ T cells. We also found that the MHC-I–associated peptide-interacting CDR3 sequences were longer in TCRα and shorter in TCRβ in CD8^+^ T cells from β5t-deficient mice compared with control mice (Fig. 1 C), indicating that the length distribution of TCRαβ CDR3 sequences in CD8^+^ T cells is different between β5t-deficient mice and control mice. The use of many V regions in TCRα and TCRβ was significantly different (Fig. S1), and the use of V-J combinations was biased between β5t-deficient mice and control mice (Fig. 1 D).

**Figure 1.**
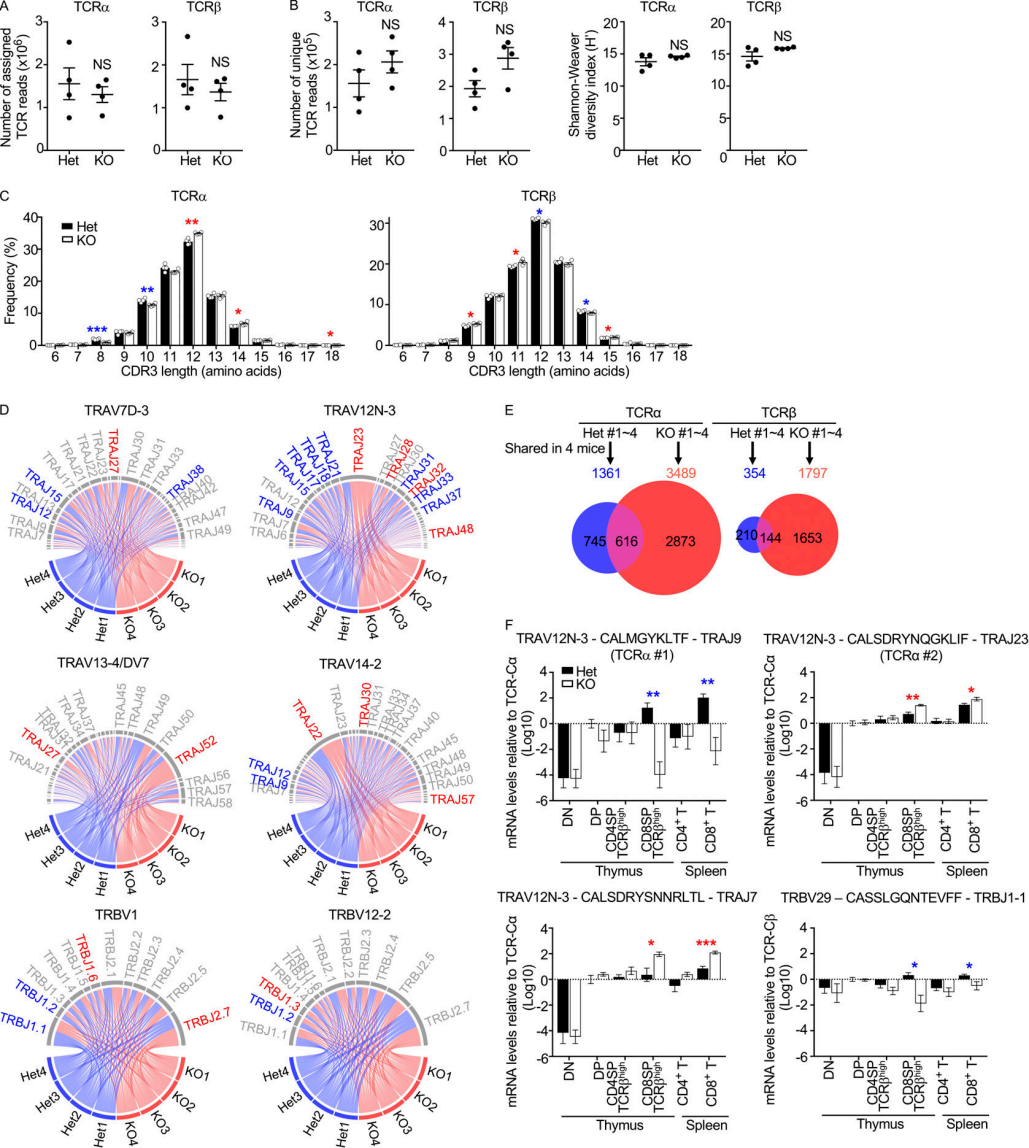
**The thymoproteasome affects V(D)J sequences of TCRα and TCRβ chains in polyclonal CD8^+^ T cells.** **(A)** Numbers (means and SEMs, *n* = 4 in two independent measurements) of TCR sequences assigned to in-frame V(D)J-rearranged TCRs in 10^6^ CD8^+^ T cells from four individual β5t^+/−^ (Het) mice and four individual β5t^−/−^ (KO) mice. **(B)** Numbers (means and SEMs, *n* = 4) of unique TCR reads (left) and Shannon-Weaver diversity indexes of TCR repertoire diversity (right) in CD8^+^ T cells from Het mice and KO mice. **(C)** Frequencies (means and SEMs) of CDR3 length in CD8^+^ T cells from Het mice and KO mice. Statistically significant increases and decreases of frequencies in KO cells are highlighted by red and blue asterisks, respectively. *, P < 0.05; **, P < 0.01; ***, P < 0.001 (by unpaired *t* test). **(D)** Circos plots showing the use of V-J combinations in CD8^+^ T cells from Het mice and KO mice. Statistically significant difference in frequencies between Het (blue) and KO (red) groups is highlighted by letters in blue or red. **(E)** Venn diagrams showing unique and overlapped numbers of TCR full-length sequences shared in all four Het mice (1,361 TCRα genes and 354 TCRβ genes) and all four KO mice (3,489 TCRα genes and 1,797 TCRβ genes). **(F)** Quantitative RT-PCR analysis of mRNA expression levels (means and SEMs, *n* = 7 in seven independent measurements) of indicated TCR full-length sequences relative to TCR-Cα or TCR-Cβ levels in CD4^+^CD8^+^ thymocytes isolated from Het mice. Statistically significant increases and decreases of mRNA levels in KO cells are highlighted by red and blue asterisks, respectively. *, P < 0.05; **, P < 0.01; ***, P < 0.001 (by unpaired *t* test with Welch’s correction for unequal variances).

**Figure S1.**
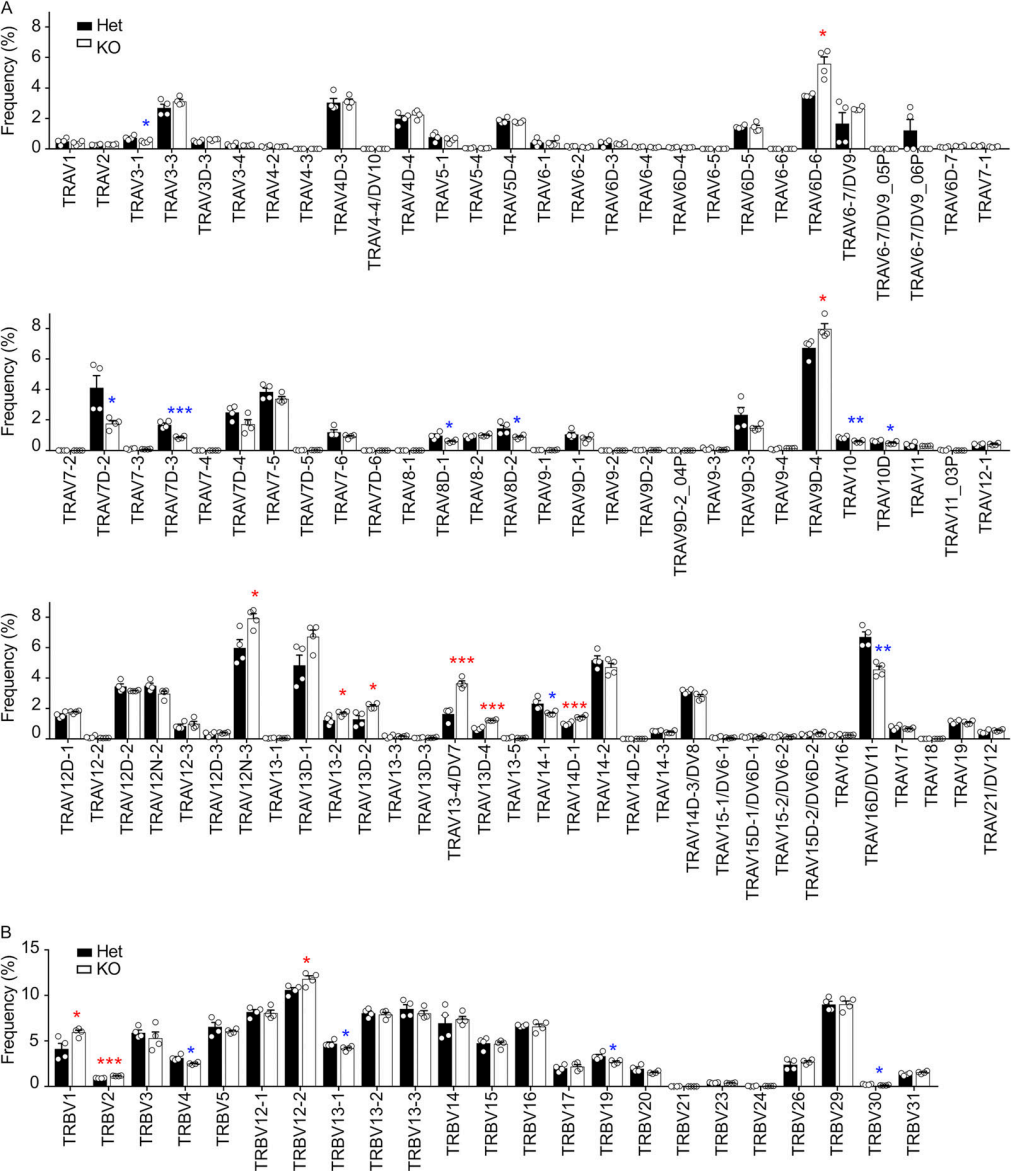
**The use of TCRα and TCRβ V regions detected in CD8^+^ T cells from β5t-deficient mice. (A and B) **Frequencies (means and SEMs) of the use of TCRα V regions (A) and TCRβ V regions (B) detected in CD8^+^ T cells from β5t^+/−^ (Het) mice and β5t^−/−^ (KO) mice. Statistically significant increases and decreases of frequencies in KO cells are highlighted by red and blue asterisks, respectively. *, P < 0.05; **, P < 0.01; ***, P < 0.001 (by unpaired *t* test).

Interestingly, we found that more than 50% of TCRα and TCRβ full-length sequences, including the CDR3 sequences, shared in CD8^+^ T cells isolated from all four mice were distinct between β5t-deficient mice and control mice (Fig. 1 E). Strikingly, many TCRα and TCRβ full-length sequences were detected in CD8^+^ T cells from all four β5t-deficient mice, but not from any control mice, whereas other TCRα and TCRβ full-length sequences were detected in CD8^+^ T cells from all four control mice, but not from β5t-deficient mice (Table S1). Quantitative RT-PCR analysis confirmed that the preferential usage of these TCR V(D)J sequences in either β5t-deficient mice or control mice was detected similarly in peripheral CD8^+^ T cells and in CD4^−^CD8^+^ TCRβ^high^ thymocytes (Fig. 1 F). These results indicate that the thymoproteasome affects the TCR repertoire of the polyclonal CD8^+^ T cell population, influencing the selection of V(D)J full-length sequences of TCRα and TCRβ chains in the thymus.

### The thymoproteasome shapes the TCR repertoire of positively selected thymocytes in thymic cortex before migration to thymic medulla

Thymoproteasome-dependent preferential usage of individual TCR sequences during thymocyte development was further examined by generation of mice expressing single and fixed TCRα chains. We focused on TRAV12N-3 - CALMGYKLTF - TRAJ9 (TCRα#1 in Fig. 1 F), which was more frequently used in CD8^+^ T cells from control mice than β5t-deficient mice, and TRAV12N-3 - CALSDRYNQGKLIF - TRAJ23 (TCRα#2 in Fig. 1 F), which was identified to be more frequently used in CD8^+^ T cells from β5t-deficient mice than control mice. We engineered transgenic mice expressing these TCRα chains and then backcrossed onto TCRα-deficient mice to generate mice specifically expressing TCRα#1 or TCRα#2 full-length TCRα chains. Analysis of thymocyte development demonstrated that the majority of transgenic TCRα chains expressed by CD4^+^CD8^+^ thymocytes were associated with TCRβ chains (Fig. 2 A), although the expression of transgenic TCRα chains decreased the generation of CD4^+^CD8^+^ TCRαβ^+^ thymocytes (Fig. 2 A) by impairing the β-selection process, as previously reported (Erman et al., 2002; Baldwin et al., 2005). Interestingly, thymocytes that expressed either TCRα#1 or TCRα#2 preferentially differentiated into CD4^−^CD8^+^ TCRαβ^high^ T cells rather than CD4^+^CD8^−^ TCRαβ^high^ T cells (Fig. 2, A and B), indicating that CDR3-containing TCRα full-length V-J sequence influences CD4/CD8 lineage choice in immature thymocytes.

**Figure 2.**
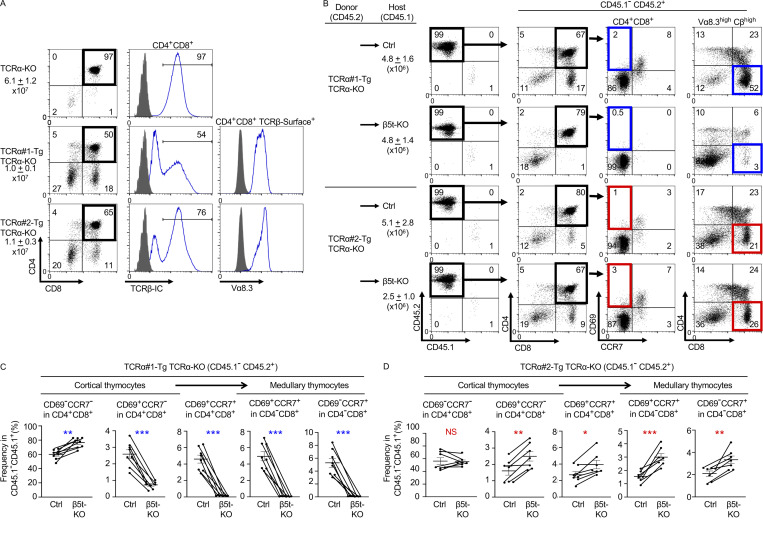
**The thymoproteasome shapes the TCR repertoire of positively selected thymocytes in the thymic cortex before migration to the thymic medulla.** **(A)** Flow cytometric analysis of thymocytes from TCRα-KO mice, TCRα#1-Tg TCRα-KO mice, and TCRα#2-Tg TCRα-KO mice at 6 wk old. Total viable thymocyte numbers (means and SEMs, *n* = 5–7 in three independent measurements) are listed. Shown are CD8 and CD4 profiles of total viable thymocytes (left), intracellular (IC) TCRβ histograms in CD4^+^CD8^+^ thymocytes (middle), and surface Vα8.3 expression in CD4^+^CD8^+^ surface TCRβ^high^ thymocytes (right). Background fluorescence histograms are also shown (shaded). Numbers in plots indicate the frequency of cells within indicated area. **(B–D)** Flow cytometric analysis of thymocytes from bone marrow (BM) chimera mice. BM cells from TCRα#1-Tg TCRα-KO or TCRα#2-Tg TCRα-KO mice (CD45.1^−^CD45.2^+^) were transferred into lethally irradiated β5t-sufficient (control [Ctrl]) or β5t-deficient (KO) mice (CD45.1^+^CD45.2^−^). **(B)** Representative profiles of reconstituted CD45.1^−^CD45.2^+^ thymocytes were gated as indicated and analyzed for cell-surface expression of indicated molecules. Numbers in plots indicate the frequency of cells within the indicated area. **(C and D)** Frequencies (means and SEMs, *n* = 8 in seven independent measurements) of indicated thymocyte subpopulations in CD45.1^−^CD45.2^+^ thymocytes derived from TCRα#1-Tg TCRα-KO (C) and TCRα#2-Tg TCRα-KO (D) BM cells are shown. *, P < 0.05; **, P < 0.01; ***, P < 0.001 (by paired *t* test).

More interestingly, we found that thymocytes expressing TCRα#1 generated CD4^−^CD8^+^ TCRαβ^high^ thymocytes and spleen-naive CD8^+^ T cells more efficiently in control thymus than in β5t-deficient thymus (Fig. 2, B and C; and Fig. S2). On the contrary, thymocytes expressing TCRα#2 generated CD4^−^CD8^+^ TCRβ^high^ thymocytes and spleen-naive T cells independent of β5t and preferentially in β5t-deficient thymus than in control thymus (Fig. 2, B and D; and Fig. S2). The difference in the frequency of CD4^−^CD8^+^ thymocytes between β5t-deficient thymus and control thymus was sharper in TCRα#1-expressing thymocytes than TCRα#2-expressing thymocytes (Fig. 2, C and D), in agreement with the sharper difference in TCRα#1 mRNA levels than TCRα#2 mRNA levels in CD8^+^ T cells between β5t-deficient mice and control mice (Fig. 1 F).

**Figure S2.**
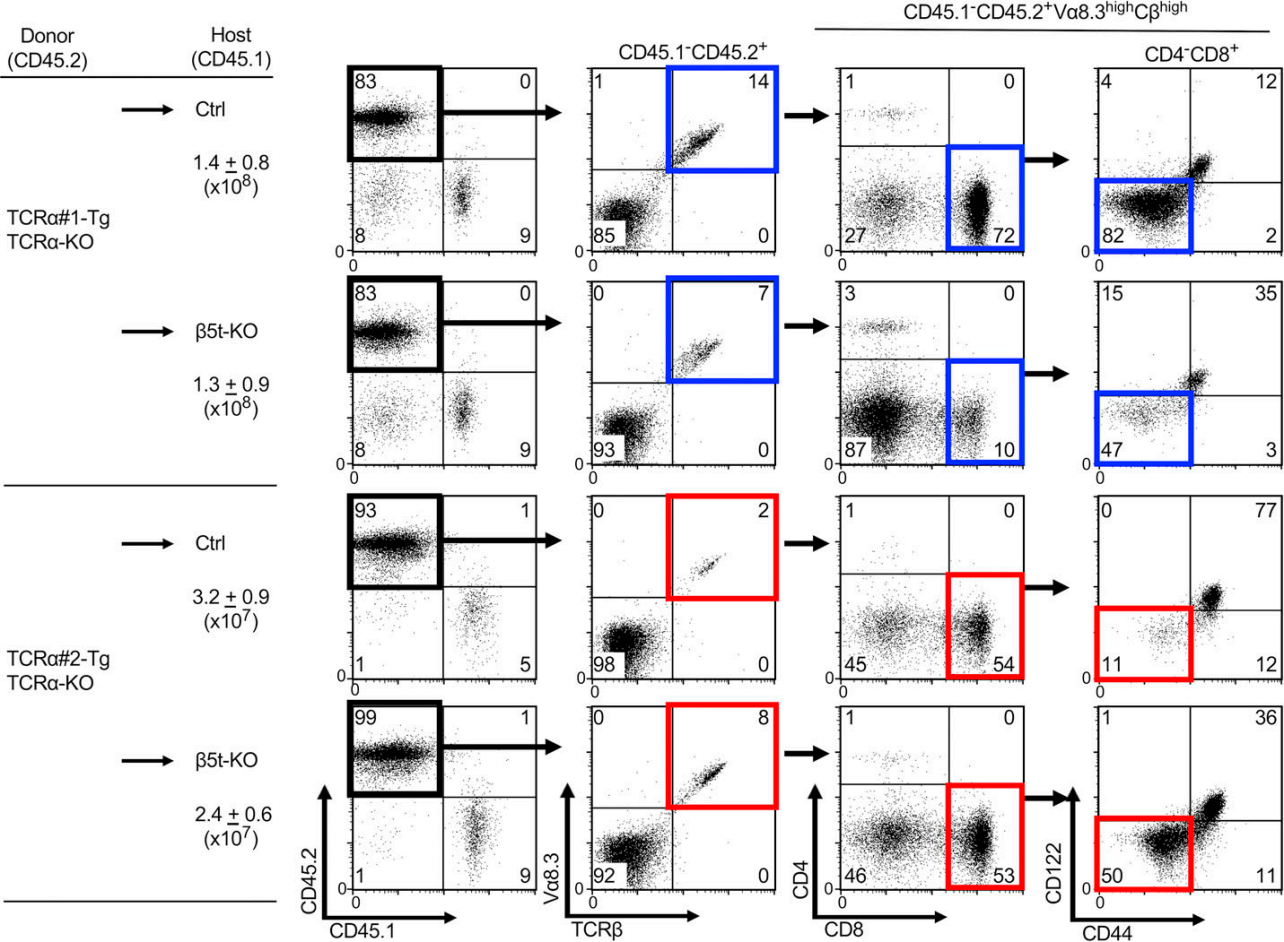
**Flow cytometric analysis of spleen cells from indicated bone marrow chimera mice.** Total viable cell numbers (means and SEMs, *n* = 5–6 in four independent measurements) are listed. Representative profiles of reconstituted CD45.1^−^CD45.2^+^ spleen cells were gated as indicated and analyzed for cell-surface expression of indicated molecules. Numbers in plots indicate frequency of cells within indicated area. Ctrl, control.

The expression profiles of T cell maturation–associated cell-surface molecules, including CD62L, CD69, and CCR7, demonstrated that CD4^−^CD8^+^ TCRβ^high^ thymocytes from the bone marrow chimera mice resembled CD4^−^CD8^+^ TCRβ^high^ mature thymocytes, rather than CD4^−^CD8^+^ TCRβ^low^ immature thymocytes, in normal B6 mice (Fig. S3 A). Furthermore, the surface Vα8.3 expression profiles on CD62L^high^ CD4^−^CD8^+^ thymocytes from TCRα#1- and TCRα#2-transgenic bone marrow chimera mice supported that the vast majority of Vα8.3^high^ CD4^−^CD8^+^ thymocytes detected in these bone marrow chimera mice represented CD4^−^CD8^+^ mature thymocytes rather than CD4^−^CD8^+^ immature thymocytes (Fig. S3 B).

**Figure S3.**
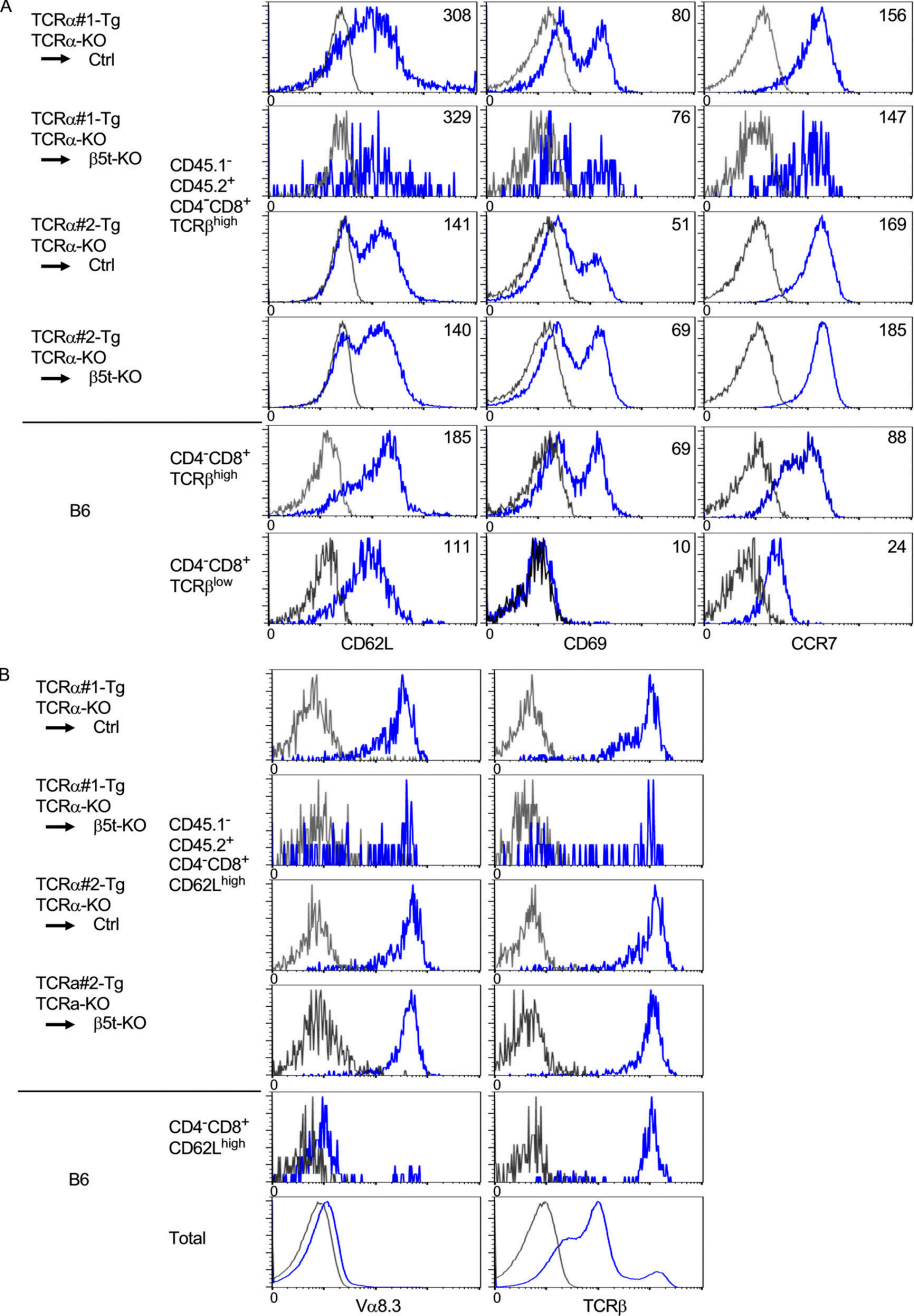
**Flow cytometric profiles of CD62L, CD69, CCR7, Vα8.3, and TCRβ expressed by thymocyte subpopulations from bone marrow chimera mice.(A)** Flow cytometric analysis of CD62L, CD69, and CCR7 expressed by CD4^−^CD8^+^ TCRβ^high^ thymocytes from indicated bone marrow chimera mice and by CD4^−^CD8^+^ TCRβ^high^ and CD4^−^CD8^+^ TCRβ^negative/low^ thymocytes from B6 mice. Numbers in histograms indicate mean fluorescence intensity. **(B)** Flow cytometric analysis of Vα8.3 and TCRβ expressed by CD4^−^CD8^+^ CD62L^high^ thymocytes from indicated bone marrow chimera mice and by CD4^−^CD8^+^ CD62L^high^ and total thymocytes from B6 mice. Background fluorescence histograms are shown in gray. Representative results of *n* = 4 in two independent measurements are shown. Ctrl, control.

Most importantly, the preferential expression of those TCR sequences in CD4^−^CD8^+^ thymocytes and CD8^+^ T cells in either β5t-deficient mice or control mice was detected as early as the developmental stage at CD4^+^CD8^+^ CD69^+^CCR7^−^ thymocytes (Fig. 2, B–D). This stage of thymocytes represents CD4^+^CD8^+^ thymocytes that have recently received TCR signaling, being CD69^+^, in the thymic cortex before migration to the medulla, which is dependent on the medullary chemokine-derived signaling through CCR7 (Van Laethem et al., 2013; Takahama, 2006). Single-cell RNA sequencing analysis verified that CD4^+^CD8^+^ CD69^+^CCR7^−^ thymocytes in either β5t-deficient mice or control mice (Fig. 3 A) exhibited molecular signatures of TCR-signaled thymocytes (*Rag1*^low^ *Rorc*^low^ *Bcl2*^high^ CD4^+^CD8^+^CD69^+^; Fig. 3 B) that are still localized in the thymic cortex (*Ccr9*^high^ *PlexinD1*^high^ *Cxcr4*^high^ *Ccr7*^low^CCR7^−^ *IntegrinB7*^low^ *Klf2*^low^ *S1pr1*^low^; Fig. 3, B and C). These results indicate that the thymoproteasome directly determines the TCR repertoire of positively selected thymocytes in the thymic cortex before the migration to the thymic medulla.

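The libraries behind Fig. 3 came from thymocytes of β5t-Het I-Aβ-KO mice, which keep the thymoproteasome, and of β5t-KO I-Aβ-KO mice, which lack it, with 2 libraries of each genotype from independent measurements. β5t, encoded by *Psmb11*, is the catalytic subunit that distinguishes the thymoproteasome of cortical thymic epithelial cells, and loss of I-Aβ, encoded by *H2-Ab1*, removes MHC-II, so that selection rests on MHC-I. Sorted populations were labeled with hashtag antibodies, pooled, and sequenced together, so each library holds all 4 populations. The authors made the values with Cell Ranger 3.1.0 and mm10 as counts of unique molecular identifiers (UMIs) per cell for every gene and for 4 hashtags, with no normalization. Of 25714 cells, 24560 had at least 500 genes and at most 10% mitochondrial UMIs, and of these, 20166 were positive for 1 hashtag. The 3616 cells with several hashtags were left out as doublets, and 778 cells had none. No population is named for any hashtag in the labels, so each hashtag was named by marker genes chosen beforehand, such as *Rag2* and *Dntt* for DP CD69-CCR7- thymocytes and *Nr4a1*, *Egr2*, and *Itm2a* for DP CD69+CCR7- thymocytes. None of the 10 genes of Fig. 3, B and C, is among the 35 markers. Yet *Rag1*, like the marker *Rag2*, is a gene of recombination, and the cells were sorted on CCR7. The directions of *Rag1* and *Ccr7* are therefore not independent of the naming and the sort. The names stand for surface protein at the sort, and *Cd69* RNA goes against those of the CD8SP groups. It had means of 222 (β5t-Het) and 200 (β5t-KO) CPM in the group named CD8SP CD69-CCR7+. In that named CD8SP CD69+CCR7+ it had 165 and 137, and it was lower there in every library. *S1pr1*, no naming marker, was also higher in the group named CD8SP CD69-CCR7+. The groups held 881 to 1732 cells per library for DP CD69-CCR7-, 587 to 1576 for DP CD69+CCR7-, 811 to 1689 for CD8SP CD69+CCR7+, and 960 to 1728 for CD8SP CD69-CCR7+. Their UMIs were summed per library and group, which gave 1271380 to 3245457 UMIs for DP CD69+CCR7- and 3497882 to 7161094 for CD8SP CD69+CCR7+. Levels are given as UMIs of a gene per 1000000 UMIs of the sum (CPM), and changes were fitted in edgeR with TMM scaling, with the library as a block between populations. *Psmb11* had 5 to 12 UMIs per library of 12287135 to 21406521, too few to check the genotype of a library. *H2-Ab1* had 7.73 to 16.2 CPM over whole libraries. In β5t-KO replicate 2, 220 of the 1153 cells of the CD8SP CD69+CCR7+ group clustered with DP thymocytes, and *Rag1*, *Plxnd1*, and *Cd4* were higher in that group than in the same group of the other libraries.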

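In DP CD69+CCR7- thymocytes of both genotypes, *Rag1* fell and *Bcl2* rose against DP CD69-CCR7- thymocytes. *Rag1* (ENSMUSG00000061311; chromosome 2, 101638252 to 101649532 of mm10) encodes part of the recombinase that rearranges TCR genes. It had 47.9 ± 21.1 CPM (SD, n = 2) at the DP CD69+CCR7- stage and 962 ± 5.81 at the DP CD69-CCR7- stage in β5t-Het mice, a log2 fold change of -4.25 (standard error 0.13, adjusted p = 1.7e-207 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In β5t-KO mice it had 88.1 ± 30.6 and 1094 ± 80.8 CPM, a log2 fold change of -3.62 (standard error 0.15, adjusted p = 1.4e-10 from the same test). *Bcl2* (ENSMUSG00000057329; chromosome 1, 106538176 to 106714290), a survival gene, went from 25.9 ± 8.19 to 159 ± 93.3 CPM in β5t-Het mice and from 18.0 ± 5.42 to 152 ± 47.1 CPM in β5t-KO mice, with log2 fold changes of 2.55 (standard error 0.16, adjusted p = 2.5e-56) and 2.98 (standard error 0.21, adjusted p = 4.1e-08).

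Genes of cortical position were higher in DP CD69+CCR7- than in CD8SP CD69+CCR7+ thymocytes, and genes of medullary entry and egress were lower. *Ccr9*, a chemokine receptor of cortical cells, had log2 fold changes of 1.32 (adjusted p = 1.5e-04) in β5t-Het and 1.14 (adjusted p = 6.5e-04) in β5t-KO mice. *Plxnd1*, whose product PlexinD1 guides the move to the medulla, had 2.56 (adjusted p = 4.5e-04) and 1.54 (adjusted p under 0.05), and *Cxcr4*, which holds cells in the cortex, had 2.03 (adjusted p = 0.0213) and 1.86 (adjusted p = 2.4e-04). Libraries differed here, with log2 ratios of CPM in replicates 1 and 2 of 3.20 and 0.93 for *Plxnd1* in β5t-KO mice, where the CD8SP group of replicate 2 holds DP cells, and of 3.67 and 0.96 for *Cxcr4* in β5t-Het mice. *Ccr7*, the receptor for medullary chemokines, had -5.99 (adjusted p = 1.0e-06) and -6.09 (adjusted p = 3.0e-07). *Itgb7*, *Klf2*, and *S1pr1*, which act in adhesion and in egress from the thymus, had log2 fold changes of -4.07, -4.64, and -4.35 in β5t-Het mice and between -4.02 and -3.96 in β5t-KO mice, with adjusted p from 2.4e-06 to 2.0e-04. Against DP CD69-CCR7- thymocytes, *Ccr9* was also higher, at 0.50 and 0.32, while *Plxnd1* was lower, at -1.56 and -1.49, and *Cxcr4* was lower in β5t-Het mice, at -0.40 (adjusted p = 0.0453). By replicate, the log2 ratios of CPM were 0.36 and 0.19 for *Ccr9* in β5t-KO and -0.19 and -0.77 for *Cxcr4* in β5t-Het mice. The text does not say against which population high and low are meant. With *Rag1* and *Bcl2* set against the DP CD69-CCR7- stage and the other 7 genes against the CD8SP CD69+CCR7+ stage, all 18 pairs of gene and genotype had the direction that the paper gives, and this agreement depends on that choice of population. The pairs of *Rag1* and *Ccr7* are no independent part of it, given the naming and the sort. Against the other population, further genes past the threshold went the other way: *Ccr7* was higher than at the DP CD69-CCR7- stage in β5t-Het mice, at 1.15 (adjusted p = 2.6e-06), *Rag1* was higher than at the CD8SP CD69+CCR7+ stage in β5t-Het mice, at 3.38 (adjusted p = 1.1e-04), and *Bcl2* was lower than at that stage in β5t-KO mice, at -0.63 (adjusted p under 0.05), with log2 ratios of CPM of -0.74 and 0.08 in replicates 1 and 2. Of 21 genes of early TCR signaling tested, 17 rose and 2 fell from the DP CD69-CCR7- to the DP CD69+CCR7- stage over both genotypes, with the same counts when adjusted over the list alone (camera adjusted p = 6.8e-06, adjusted p = 0.243 with an estimated correlation). Of the 22 genes listed, 8 also named the hashtags, and of the 13 others tested, 9 rose and 2 fell. Genes of dissociation and heat shock, a sign of handling, also rose, 9 of 15 with 3 lower (camera adjusted p = 0.0384, adjusted p = 0.515 with an estimated correlation).

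The change between the DP stages was also tested for a difference between the genotypes. edgeR called 0 of 9994 genes, with 374 at an unadjusted p under 0.05 and 0 from DESeq2, but it called 9 without β5t-Het replicate 1, 2 without β5t-Het replicate 2, 14 without β5t-KO replicate 1, and 16 without β5t-KO replicate 2. Between β5t-KO and β5t-Het DP CD69+CCR7- thymocytes, edgeR called 0 of 9316 genes, with 163 at an unadjusted p under 0.05 and 1, *mt-Atp8*, from DESeq2. Chance alone would put a share of 0.05 under that p, and 163 is below it. This fit leaves the difference between the measurements in its spread, so 0 genes does not show that none differ. With the measurement as a block, 20 genes were higher and 18 lower in β5t-KO mice, and without a block 4 passed when β5t-Het replicate 1 was left out and 47 when β5t-Het replicate 2 was. Each fit within a genotype had 1 residual degree of freedom, and the smallest adjusted p values come from the fit in β5t-Het mice between the DP stages, where the spread of every gene was set to a trend common to all genes. From the early appearance of the TCR sequences at this stage and from this gene signature, the paper concludes that the thymoproteasome acts on the repertoire in the cortex, ahead of the move to the medulla.

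**Figure D1:**
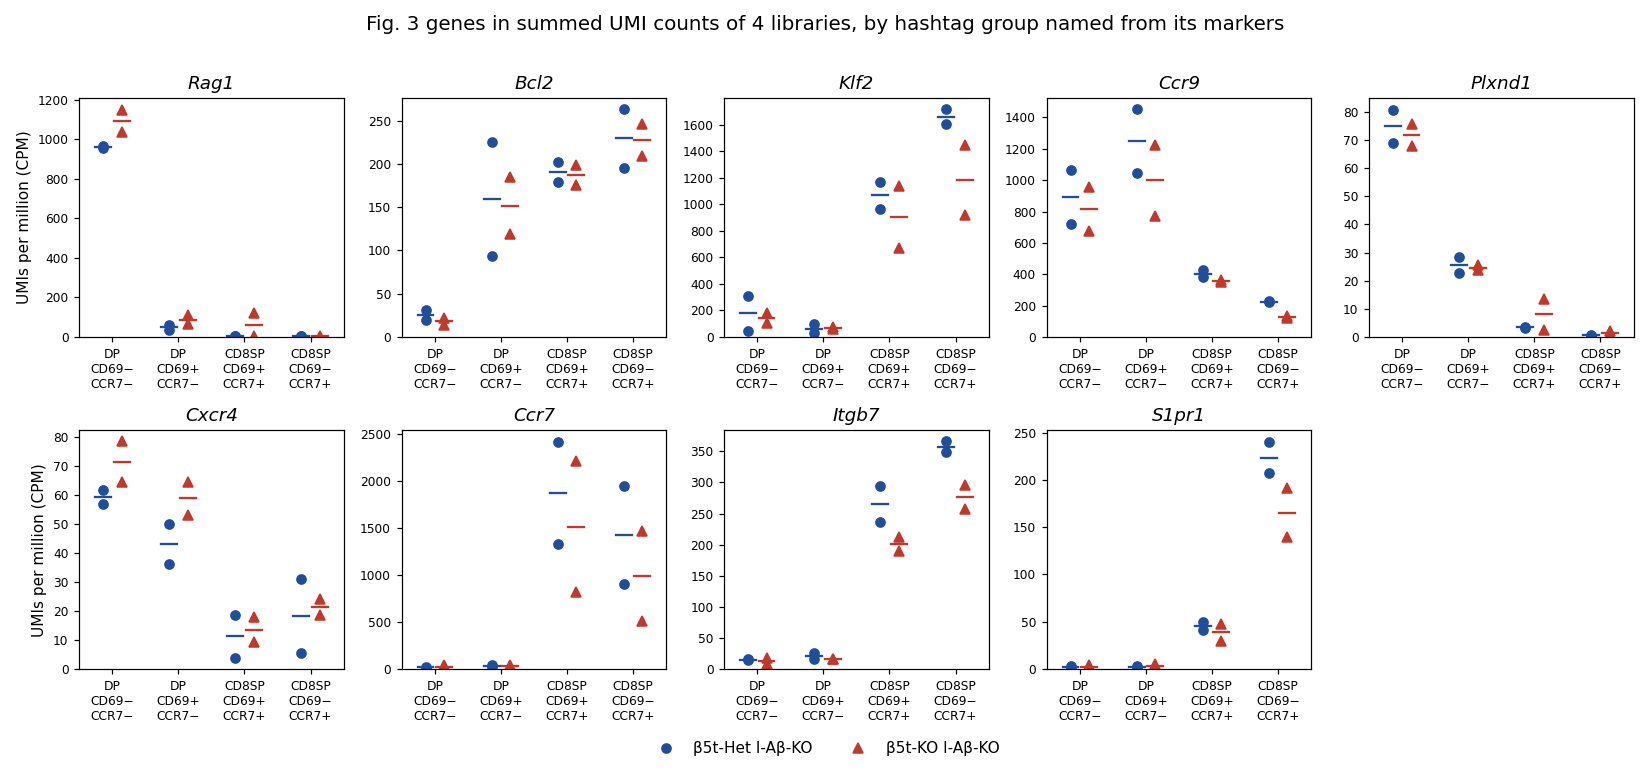
CPM of 9 genes of Fig. 3, B and C, in the 4 hashtag groups, with a circle per β5t-Het library, a triangle per β5t-KO library, and a bar at the mean of each genotype. *Rag1* lies between 958 and 1151 CPM at the DP CD69-CCR7- stage and between 33.0 and 109.8 CPM at the DP CD69+CCR7- stage.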

**Figure 3.**
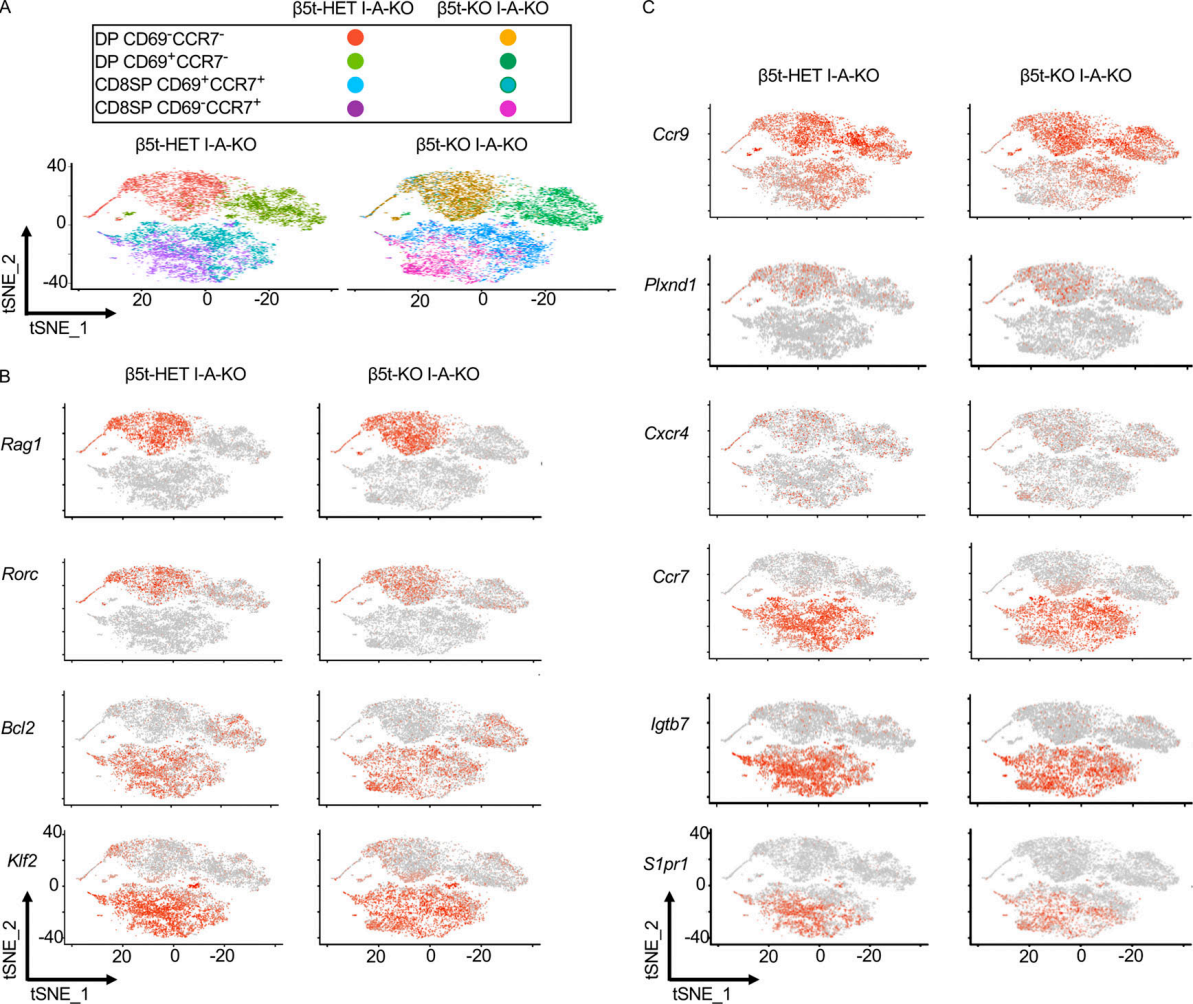
**Single-cell RNA sequencing analysis of thymocyte subpopulations.** **(A)** t-Distributed stochastic neighbor embedding plots of indicated thymocyte subpopulations isolated from β5t-Het I-Aβ-KO and β5t-KO I-Aβ-KO mice at 6 wk old (*n* = 2 in two independent measurements). I-Aβ-KO mice, lacking cell-surface MHC-II expression, were used to specifically detect MHC-I–dependent selection and development of CD4^+^CD8^+^ (DP) immature thymocytes into CD4^−^CD8^+^ mature thymocytes. **(B and C)** Feature plots for indicated genes encoding intracellular molecules (B) and cell-surface molecules (C).

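From DP CD69-CCR7- to DP CD69+CCR7- thymocytes, genes of the cell cycle fell. Genes of negative selection and NF-κB targets rose as lists at the preset correlation but not with an estimated one. Of 9517 genes, 2180 rose and 2147 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over 4 libraries. Genes such as *Itm2a*, *Tox*, *Cd5*, *Nab2*, and *Dntt* were among the 35 markers that named the hashtags, so their direction follows from the naming and is not counted as a result. *Cd2*, an adhesion molecule and no such marker, rose from 72.1 ± 20.1 to 877 ± 148 CPM (SD, n = 4), a log2 fold change of 3.63 (standard error 0.10, adjusted p = 7.4e-14). The membrane protein *Cd53* had a log2 fold change of 4.04 (standard error 0.18, adjusted p = 8.4e-12), and the NF-κB subunit *Relb* 3.07 (standard error 0.12, adjusted p = 2.4e-12). Of 15 genes of dissociation and heat shock, which share *Fos* and *Jun* with the early TCR genes, 9 rose and 3 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.0384, adjusted p = 0.515 with an estimated correlation), so a part of handling in the rise of early TCR genes is not excluded. *Slc7a11*, a cystine transporter, had a log2 fold change of -3.33. Of 14 genes of recombination and the pre-selection stage, 2 rose and 12 fell, with the same counts adjusted over the list alone (camera adjusted p = 8.4e-05, adjusted p = 0.458 with an estimated correlation), but 8 of the 14 are naming markers, and of the 6 others, 2 rose and 4 fell. Of 16 genes of negative selection, 9 rose and 1 fell (camera adjusted p = 0.00186, adjusted p = 0.458 with an estimated correlation), and of 10 NF-κB targets, 5 rose and none fell (camera adjusted p = 0.0161, adjusted p = 0.458 with an estimated correlation), with the same counts adjusted over each list alone. Without naming markers these were 8 and 1 of 15, and 4 and none of 8. The proapoptotic genes *Bcl2l11* and *Bbc3* did not pass the test. All 22 cell-cycle genes fell, over all genes and adjusted over the list alone (camera adjusted p = 3.1e-11, adjusted p = 0.458 with an estimated correlation), among them *Birc5* by a log2 fold change of -4.11 and *Rrm2* by -3.88. Cycling cells lie in the DP CD69-CCR7- group, with 260 cells of that group and 6 of the DP CD69+CCR7- group in the cluster of cycling DP cells, and with clusters in place of hashtags, where the clusters of cycling cells belong to no population and are left out, 4 of 14 cell-cycle genes were higher and 4 lower.

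Between the CD8SP stages, genes of medullary entry and egress rose as a list at the preset correlation but not with an estimated one. Of 10044 genes, 1236 rose and 1064 fell from CD8SP CD69+CCR7+ to CD8SP CD69-CCR7+, and 1246 passed in all without β5t-KO replicate 1. *S1pr1*, the receptor that leads cells out of the thymus, rose from 42.2 ± 9.04 to 195 ± 42.2 CPM (SD, n = 4), a log2 fold change of 2.40 (standard error 0.07, adjusted p = 7.6e-10 from the same edgeR test). *Klf2*, its activator, had a log2 fold change of 0.72 (standard error 0.06, adjusted p = 8.1e-06), *Ly6c2* and *Igfbp4*, markers of mature cells, 5.42 and 4.08, and *Marcksl1*, which fell, -1.84 (standard error 0.16, adjusted p = 8.2e-06). Of 10 genes of medullary entry and egress, 8 rose and 2 fell, also when adjusted over the list alone (camera adjusted p = 8.3e-04, adjusted p = 0.585 with an estimated correlation), and of the 8 that are not naming markers, 6 rose and 2 fell. Of 16 genes of negative selection, 2 rose and 11 fell, again with the same counts adjusted over the list alone (camera adjusted p = 5.0e-04, adjusted p = 0.585 with an estimated correlation), and without the naming marker 2 of 15 rose and 10 fell. Scaling by library size alone moves the median log2 fold change of all genes to -0.21, and then 594 genes were higher and 3679 lower.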

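Thymocytes that passed from the DP to the CD8SP stage in these mice without MHC-II gained genes of the CD8 lineage, of the interferon response, and of antigen presentation by MHC-I, and lost genes of the CD4 lineage. From DP CD69+CCR7- to CD8SP CD69+CCR7+ thymocytes, 2408 of 9746 genes rose and 2330 fell at an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and without β5t-KO replicate 2 the total was 4581. *Ctsw*, a protease of cytotoxic T cells, rose from 14.1 ± 2.84 to 472 ± 65.8 CPM (SD, n = 4), a log2 fold change of 5.37 (standard error 0.12, adjusted p = 4.1e-08). *Cd8b1*, *Cd8a*, and *Cd4* are naming markers, so the direction of their log2 fold changes of 1.83, 1.48, and -3.56 follows from the naming, and *Cd4* had -5.69 without β5t-KO replicate 2, whose CD8SP group holds DP cells. Of 10 genes of the CD8 lineage, 8 rose and 1 fell (camera adjusted p = 6.5e-04, adjusted p = 0.306 with an estimated correlation), and of 6 genes of the CD4 lineage, none rose and 5 fell (camera adjusted p = 8.4e-04, adjusted p = 0.306 with an estimated correlation), with the same counts adjusted over each list alone. Of these, 6 of the 13 CD8 genes listed and 3 of the 7 CD4 genes listed are naming markers, and of the others tested, 4 of 5 rose and 2 of 3 fell. *Itgae*, an integrin chain, had a log2 fold change of 6.94 (standard error 0.23, adjusted p = 2.9e-07), and *Foxo1*, which drives *Klf2* and *Il7r*, 1.45. Of 10 genes of medullary entry and egress, 9 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 6.3e-05, adjusted p = 0.213 with an estimated correlation), and of the 8 that are not naming markers, 7 rose and 1 fell. The fall was that of *Ccr4*, at -2.89. Among 21 genes of early TCR signaling, 2 rose and 16 fell, also when adjusted over the list alone (camera adjusted p = 6.3e-05, adjusted p = 0.306 with an estimated correlation), and of the 13 that are not naming markers, 2 rose and 10 fell. Of 15 genes of dissociation and heat shock, none rose and 8 fell, also when adjusted over the list alone (camera adjusted p = 0.0152, adjusted p = 0.622 with an estimated correlation).

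Of 21 interferon response genes, 20 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 1.1e-09, adjusted p = 0.213 with an estimated correlation), the fall being that of a naming marker, with *Ifi27l2a* at a log2 fold change of 4.58 (standard error 0.14, adjusted p = 2.2e-07 from the same edgeR test). Of 16 genes of the proteasome and MHC-I presentation, 13 rose and none fell, also when adjusted over the list alone (camera adjusted p = 5.5e-07, adjusted p = 0.306 with an estimated correlation). *B2m*, the light chain of MHC-I, had a log2 fold change of 2.31 (standard error 0.05, adjusted p = 5.9e-08), *H2-K1* of 4.43, and *H2-D1* of 2.81. *H2-Ab1*, the targeted MHC-II gene, did not pass the test (0.75, adjusted p = 0.314), and it was -0.18 without β5t-KO replicate 2. CD8SP CD69+CCR7+ cells held more RNA, with a median of 3640 to 4059 UMIs per cell against 1767 to 2082. Under scaling by library size alone the median log2 fold change of all genes moves to -0.32, with 1344 genes higher and 4555 lower, and then 17 interferon response genes were higher and 1 lower.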

It is also interesting to note that the cell-surface expression of CD5 and CD8 at the CD4^+^CD8^+^ CD69^+^CCR7^−^ stage was equivalent—and not significantly different—between β5t-dependent TCRα#1-expressing thymocytes and β5t-independent TCRα#2-expressing thymocytes (Fig. S4), suggesting that the thymoproteasome dependency of these TCRα#1- and TCRα#2-expressing thymocytes is not readily correlated with the TCR affinity to peptide–MHC-I ligands that induce positive selection in the thymic cortex (Nitta et al., 2010; Xing et al., 2013; Takada et al., 2015).

**Figure S4.**
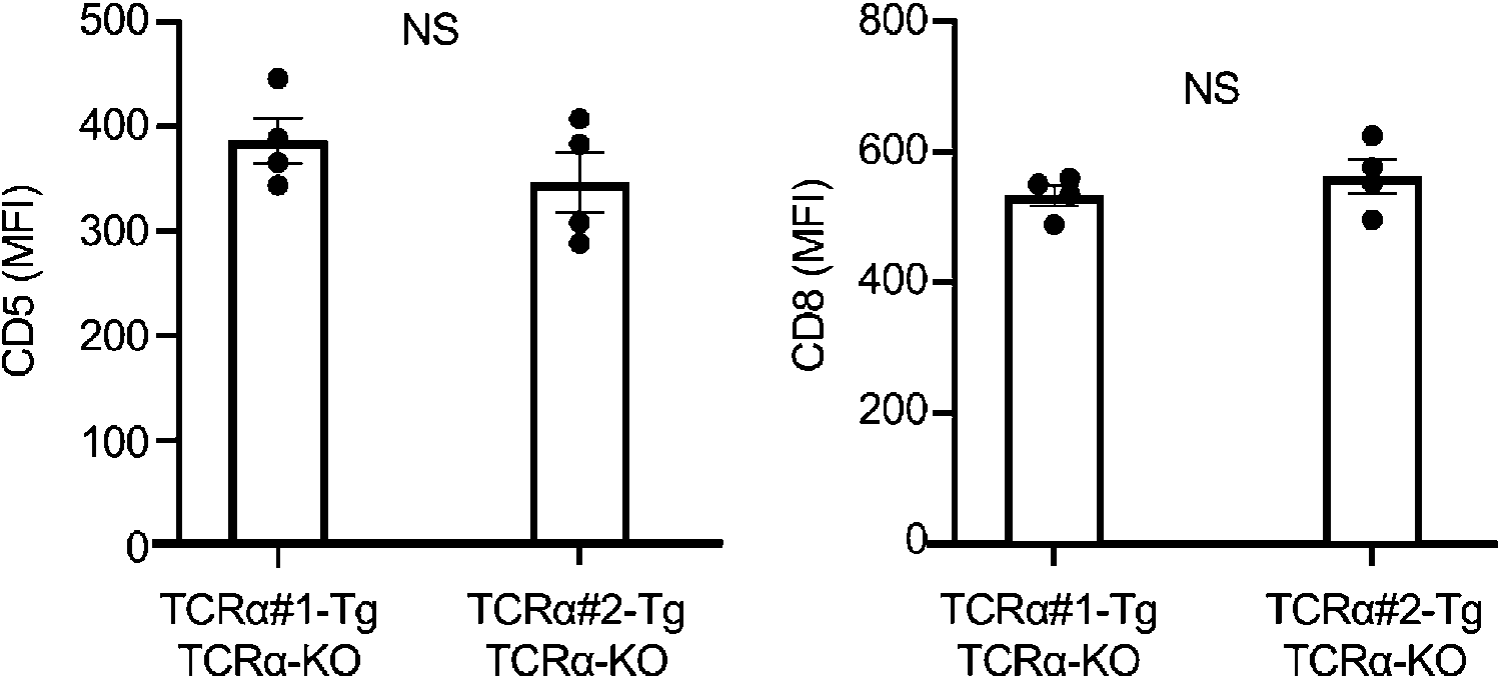
**CD5 and CD8 expression in CD4**^**+**^**CD8**^**+**^** CD69**^**+**^**CCR7**^**−**^** thymocytes.** Mean fluorescence intensity (MFI; means and SEMs, *n* = 4 in two independent measurements) of cell-surface CD5 and CD8 expression in CD4^+^CD8^+^ CD69^+^CCR7^−^ Vα8.3^+^ thymocytes from TCRα#1-transgenic, TCRα-deficient mice and TCRα#2-transgenic, TCRα-deficient mice (by unpaired *t* test).

Furthermore, it should be additionally pointed out that TCRα#2-expressing thymocytes give rise to mature CD8^+^ T cells preferentially in the absence of β5t, instead of being deleted in the thymus. These data argue against the possibility that the function of β5t is to avoid the negative selection of thymocytes by creating a difference in MHC-I–associated peptides between cTECs and other antigen-presenting cells.

### The thymoproteasome optimizes CD8^+^ T cell production independent of mTECs and thymic medulla

To further analyze the contribution of the thymic microenvironments to the thymoproteasome-dependent CD8^+^ T cell optimization, we next examined CD8^+^ T cell development in mice that were deficient in relB, a transcription factor essential for the development of mTECs and the thymic medulla (Burkly et al., 1995; Weih et al., 1995). The number of mTECs was markedly diminished, whereas the cTEC number was unimpaired in the thymus of relB-deficient mice (Fig. 4, A and B). Indeed, the thymus of relB-deficient mice lacked the medullary region that contained Aire^+^ mTECs, whereas the cortical region containing β5t^+^ cTECs was unimpaired (Fig. 4 C). The lack of mTECs and the thymic medulla reslted in the defective establishment of self-tolerance in T cells and therefore the onset of autoimmune disease within 5 wk postnatally (Fig. 4, D and E; Burkly et al., 1995; Weih et al., 1995). Autoimmune inflammation in relB-deficient mice was mildly detectable as early as 1 wk old and became moderate at 2 wk old before progressing to severe damage in many tissues by 5 wk old (Fig. 4, D and E). In accordance with and in response to the multiorgan inflammation (Weih et al., 1995; O’Sullivan et al., 2018), thymic atrophy as measured by the reduced number of total thymocytes was detected in relB-deficient mice mildly at 1 wk old and moderately at 2 wk old (Fig. 4 F and Fig. S5, A–C).

**Figure 4.**
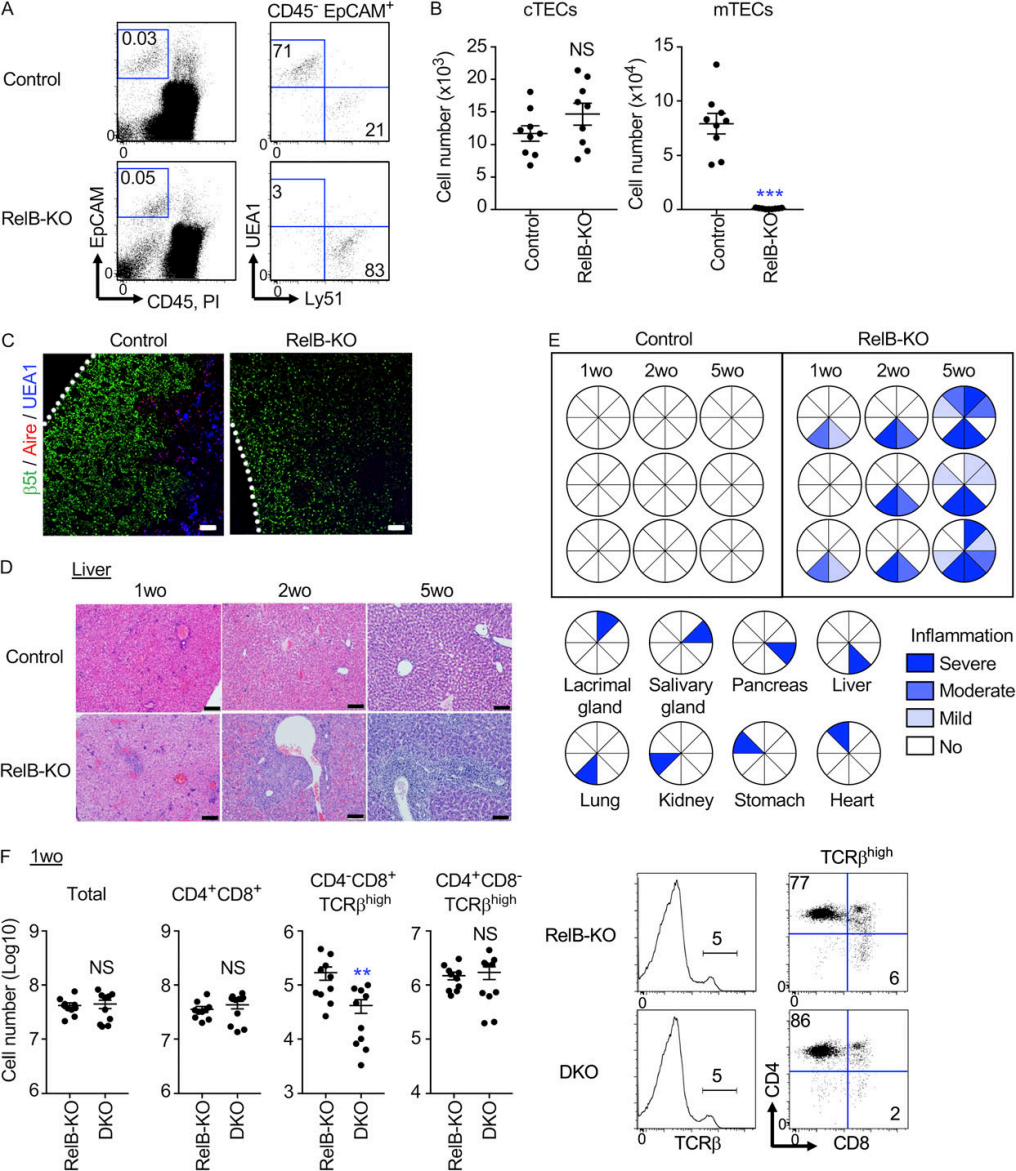
**The thymoproteasome optimizes CD8^+^ T cell production in the absence of the thymic medulla.** **(A)** Flow cytometric analysis of Liberase-digested thymic cells from 2-wk-old relB-deficient mice. Dot plots show EpCAM and CD45 expression in total thymic cells (left) and UEA1 reactivity and Ly51 expression in CD45^−^EpCAM^+^-gated epithelial cells (right). Numbers in dot plots indicate the frequency of cells within the indicated area. **(B)** Cell number (means and SEMs, *n* = 9 in four independent measurements) of CD45^−^EpCAM^+^UEA1^−^Ly51^+^ cTECs and CD45^−^EpCAM^+^ UEA1^+^Ly51^−^ mTECs. ***, P < 0.001 (by unpaired *t* test with Welch’s correction). **(C)** Immunofluorescence analysis of thymic sections from 2-wk-old relB-KO mice. β5t (green), UEA1 reactivity (blue), and Aire (red). Representative data from three independent experiments are shown. Scale bars, 100 µm. **(D)** Hematoxylin and eosin–stained liver sections from indicated mice. Representative results of at least three independent experiments. Scale bar, 100 µm. **(E)** Inflammation grades in indicated tissues from control mice and relB-KO mice. **(F)** Flow cytometric analysis of thymocytes from relB-KO mice and relB/β5t-double KO (DKO) mice at 1 wk old. Cell number (means and SEMs, *n* = 10 in seven independent measurements) of indicated thymocyte populations. **, P < 0.01 (by unpaired *t* test with Welch’s correction). Histograms for TCRβ expression in propidium iodide (PI)^−^ viable cells and dot plots for CD8 and CD4 expression in PI^−^ TCRβ^high^ cells are also shown. Numbers indicate the frequency of cells within the indicated area. wo, wk old.

**Figure S5.**
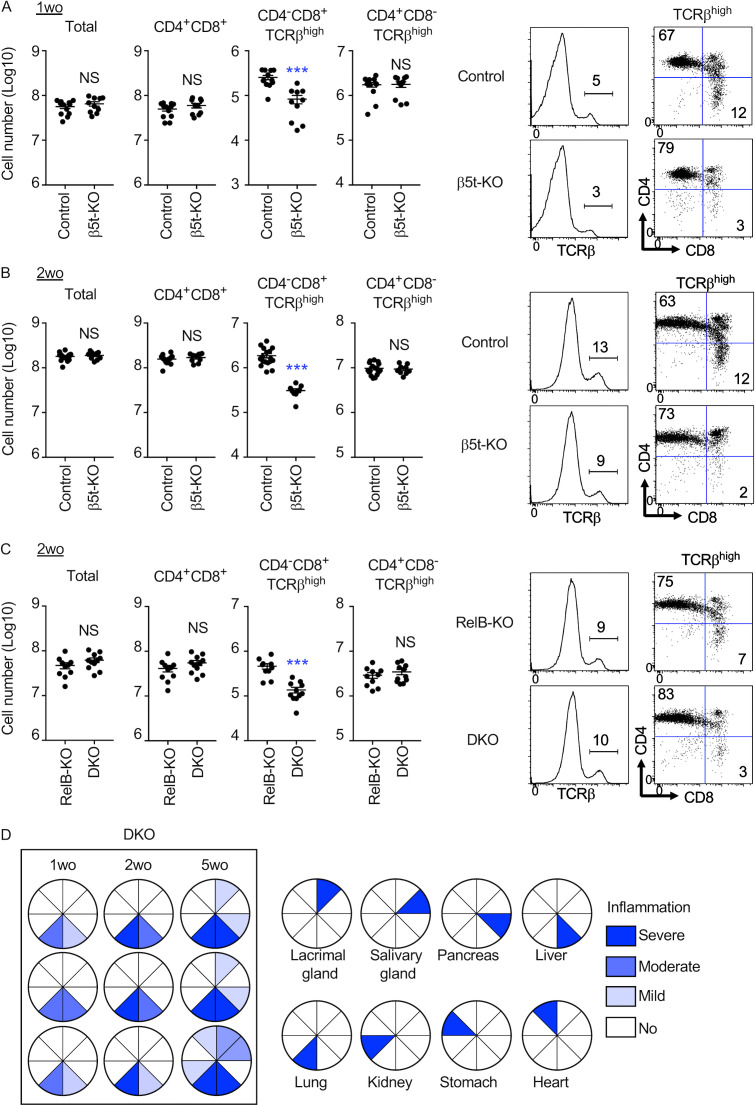
**Thymocyte profiles and tissue inflammation grades in β5t-deficient and relB-deficient mice. (A–C)** Flow cytometric analysis of thymocytes from indicated mice at 1 wk old (A) and 2 wk old (B and C). Cell number (means and SEMs, *n* = 9–17 in five to seven independent measurements) of indicated thymocyte populations. ***, P < 0.001 (by unpaired *t* test with Welch’s correction). Histograms for TCRβ expression in PI^−^ viable cells and dot plots for CD8 and CD4 expression in PI^−^ TCRβ^high^ cells are also shown. Numbers indicate the frequency of cells within the indicated area. **(D)** Inflammation grades in indicated tissues from relB/β5t-double KO (DKO) mice. wo, wk old.

Importantly, we found that the development of CD4^−^CD8^+^ TCRβ^high^ thymocytes was significantly impaired in β5t-deficient thymus even in the absence of relB. The impairment was detected at 1 wk old and 2 wk old (Fig. 4 F and Fig. S5, A–C), indicating that the thymoproteasome optimizes CD8^+^ T cell production even in the absence of mTECs and the thymic medulla, which are dependent on relB. The reduction in the number of CD4^−^CD8^+^ TCRβ^high^ thymocytes as a result of β5t deficiency was comparable (28.1 ± 5.6%, *n* = 7; and 28.8 ± 6.0%, *n* = 6) and not significantly different (P > 0.05) between the absence and presence of relB, suggesting that there is no significant contribution of relB-dependent medullary negative selection in the β5t-dependent production of CD8^+^ T cells.

It is additionally interesting to point out that the progressive multiorgan inflammation in relB-deficient mice at 1, 2, and 5 wk of age was detected equivalently in β5t-deficient relB-deficient mice (Fig. S5 D), indicating that the onset of autoimmune disease caused by the loss of relB is independent of the thymoproteasome and thymoproteasome-dependent CD8^+^ T cells.

### The thymoproteasome optimizes CD8^+^ T cell production independent of additional antigen-presenting cells

Antigen-presenting cells in the thymus include various hematopoietic and nonhematopoietic cells. In addition to cTECs and mTECs, CD11c^+^ DCs and CD19^+^ B cells abundantly express MHC-I molecules and play an important role in antigen presentation for the establishment of T cell self-tolerance in the thymus (Fig. 5 A; Gallegos and Bevan, 2004; Fujihara et al., 2014; Yamano et al., 2015). On the contrary, other thymic cells, including thymocytes and fibroblasts, expressed limited amounts of MHC-I molecules (Fig. 5 A), playing no or a minimal role in inducing the MHC-I–dependent positive selection of CD8^+^ T cells (Anderson et al., 1994; Laufer et al., 1996; Chidgey et al., 1998; Lilic, et al., 2002), although thymocytes could induce the MHC-I–dependent negative selection of neighboring thymocytes (Schönrich et al., 1993; Melichar et al., 2015). To examine the involvement of hematopoietic cells, including DCs and B cells, in thymoproteasome-dependent CD8^+^ T cell production, embryonic thymus lobes were treated with 2′-deoxyguanosine (dGuo) to deplete hematopoietic cells, including thymocytes, DCs, and B cells, and were reconstituted with immature hematopoietic cells isolated from β2-microglobulin (β2m)–deficient mice, which lacked the surface expression of peptide–MHC-I complexes (Koller et al., 1990). Indeed, DCs, B cells, and other hematopoietic cells in the reconstituted thymus were defective in the surface expression of MHC-I (Fig. 5 B), and the surface MHC-I expression in the reconstituted thymus was limited to TECs, including β5t^Venus+^ cTECs (Fig. 5 B). We found that the thymus reconstituted with β2m-deficient hematopoietic cells still was significantly impaired in the development of CD4^−^CD8^+^ TCRβ^high^ thymocytes in β5t-deficient thymus, even in the absence of relB-dependent mTECs (Fig. 5, C and D). The reduction in cell number by the loss of β5t was specific to CD4^−^CD8^+^ TCRβ^high^ thymocytes, as the numbers of CD4^+^CD8^+^ and CD4^+^CD8^−^ TCRβ^high^ thymocytes were comparable in the absence or presence of β5t (Fig. 5, C and D). We also noticed that the number of CD4^−^CD8^+^ TCRβ^high^ thymocytes was reduced by the loss of relB in the thymus (Fig. 5, C and D), which agreed with the reduction of H-2D^b^ expression by β5t^+^ cTECs in relB-deficient thymus (Fig. 5 B).

**Figure 5.**
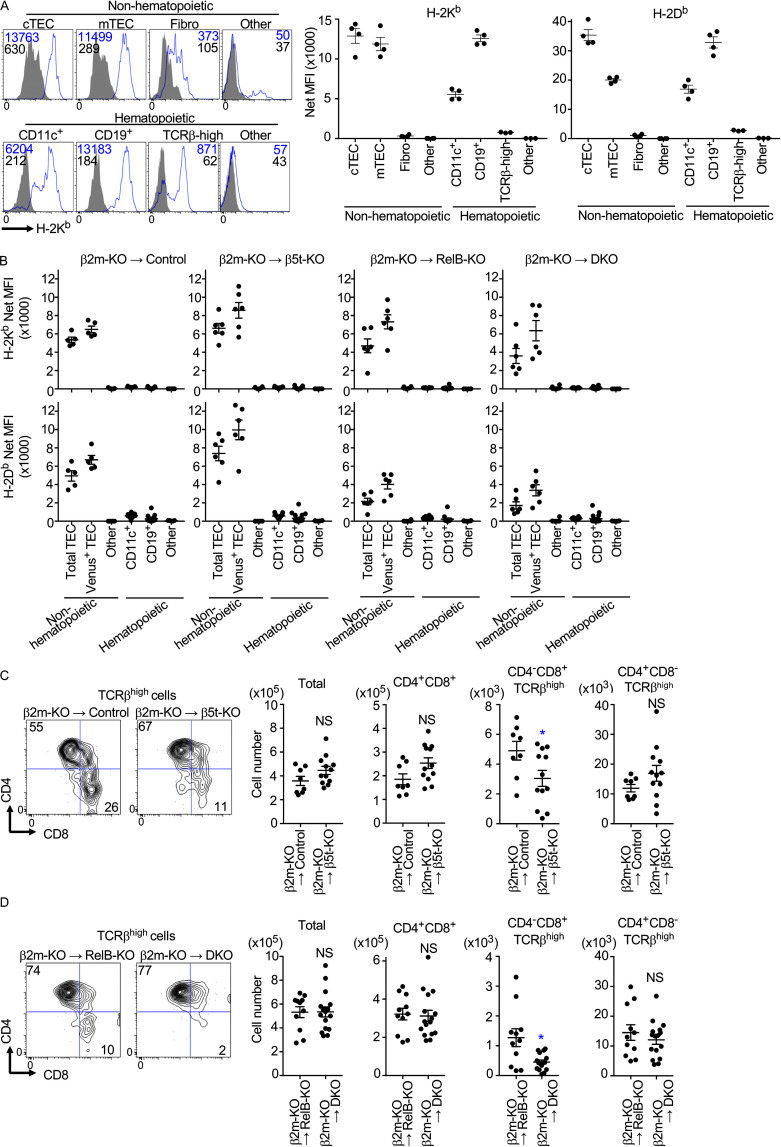
**The thymoproteasome optimizes CD8^+^ T cell production in the absence of additional antigen-presenting cells.** **(A)** MHC-I expression in indicated cell populations from 2-wk-old B6 mice. Histograms show the expression of H-2K^b^ (blue) and background fluorescence (shaded) in cTECs, mTECs, PDGFRβ^+^CD45^−^EpCAM^−^ fibroblasts, PDGFRβ^−^CD45^−^EpCAM^−^ other nonhematopoietic cells, CD11c^+^ DCs, CD19^+^ B cells, TCRβ^high^ thymocytes, and CD11c^−^ CD19^−^TCRβ^negative-low^ other hematopoietic cells. Numbers in histograms indicate median fluorescence intensity (MFI) for H-2K^b^ (blue) and background (black). Plots (means and SEMs, *n* = 3–4 in three independent measurements) show net MFI values for H-2K^b^ and H-2D^b^. **(B–D)** dGuo-treated fetal thymuses from control mice, β5t-KO mice, relB-KO mice, and double KO (DKO) mice were reconstituted with β2m-KO fetal thymocytes cultured for 7 d. **(B)** Net MFI values (means and SEMs, *n* = 3–16 in at least two independent measurements) for H-2K^b^ (top) and H-2D^b^ (bottom) in indicated cell populations are shown. Heterozygous or homozygous β5t-Venus knock-in knock-out allele was included, so that Venus^+^ TECs represented β5t-expressing cTECs. **(C and D)** Contour plots for CD8β and CD4 expression in PI^−^ TCRβ^high^ thymocytes from indicated fetal thymus organ cultures are shown. Numbers in plots indicate the frequency of cells within the indicated area. Cell numbers (means and SEMs; *n* = 8–12 in C, *n* = 11–16 in D in four independent measurements) of indicated thymocyte populations measured in four independent experiments are plotted. *, P < 0.05 (by unpaired *t* test with Welch’s correction).

These results indicate that the thymoproteasome expressed by cTECs optimizes CD8^+^ T cell production even in the absence of additional antigen-presenting cells, including mTECs, DCs, and B cells, and in the absence of the thymic medullary microenvironment. The results also reveal that the function of relB in TECs is not limited to the development of mTECs but includes the elevation of cell-surface MHC-I expression in cTECs.

### Thymoproteasome-dependent positive selection of cortical thymocytes operates independent of negative selection

Our results so far indicate that the thymoproteasome expressed by cTECs affects the TCR repertoire of cortical thymocytes and optimizes CD8^+^ T cell production independent of additional antigen-presenting cells. These results argue against the contribution of the thymic medulla–dependent mechanism in the thymoproteasome-mediated optimization of CD8^+^ T cells. However, the negative selection of thymocytes is detected even in the thymic cortex (Stritesky et al., 2013), and it is controversial how the negative selection contributes to thymoproteasome-dependent T cell development (Xing et al., 2013; Kincaid et al., 2016). We finally examined the contribution of the negative selection to thymoproteasome-dependent CD8^+^ T cell production in the thymic cortex. To assess this, we crossed β5t-deficient mice to proximal Lck promoter–driven Bcl-2 transgenic mice, in which thymocyte negative selection is prevented by inhibiting proapoptotic BH3-only family proteins, including Bim and Puma (Sentman et al., 1991; Pobezinsky et al., 2012). The mice were additionally crossed to I-Aβ–deficient mice, which lack cell-surface MHC-II expression and thereby lack TCR-mediated selection and development of CD4^+^ lineage T cells (Cosgrove et al., 1991) to specifically detect MHC-I–dependent selection and development of CD4^+^CD8^+^ thymocytes toward CD8^+^ lineage T cells (Fig. 6 A). In the absence of MHC-II, and therefore the absence of CD4^+^ lineage thymocyte selection events, we found that the absence of β5t significantly decreased the generation of positively selected thymocytes, even at the earliest CD4^+^CD8^+^ CD69^+^CCR7^−^ cortical stage (Fig. 6, A and B), indicating that the thymoproteasome optimizes the MHC-I–dependent positive selection of cortical thymocytes. We further found that the lack of β5t decreased positively selected CD8^+^ lineage thymocytes at the CD4^+^CD8^+^ CD69^+^CCR7^−^ cortical stage equivalently in the presence or absence of anti-apoptotic Bcl-2 (Fig. 6, B and C). These results indicate that the thymoproteasome optimizes the MHC-I–dependent positive selection of cortical thymocytes before migration to the thymic medulla and independent of apoptosis-mediated negative selection.

**Figure 6.**
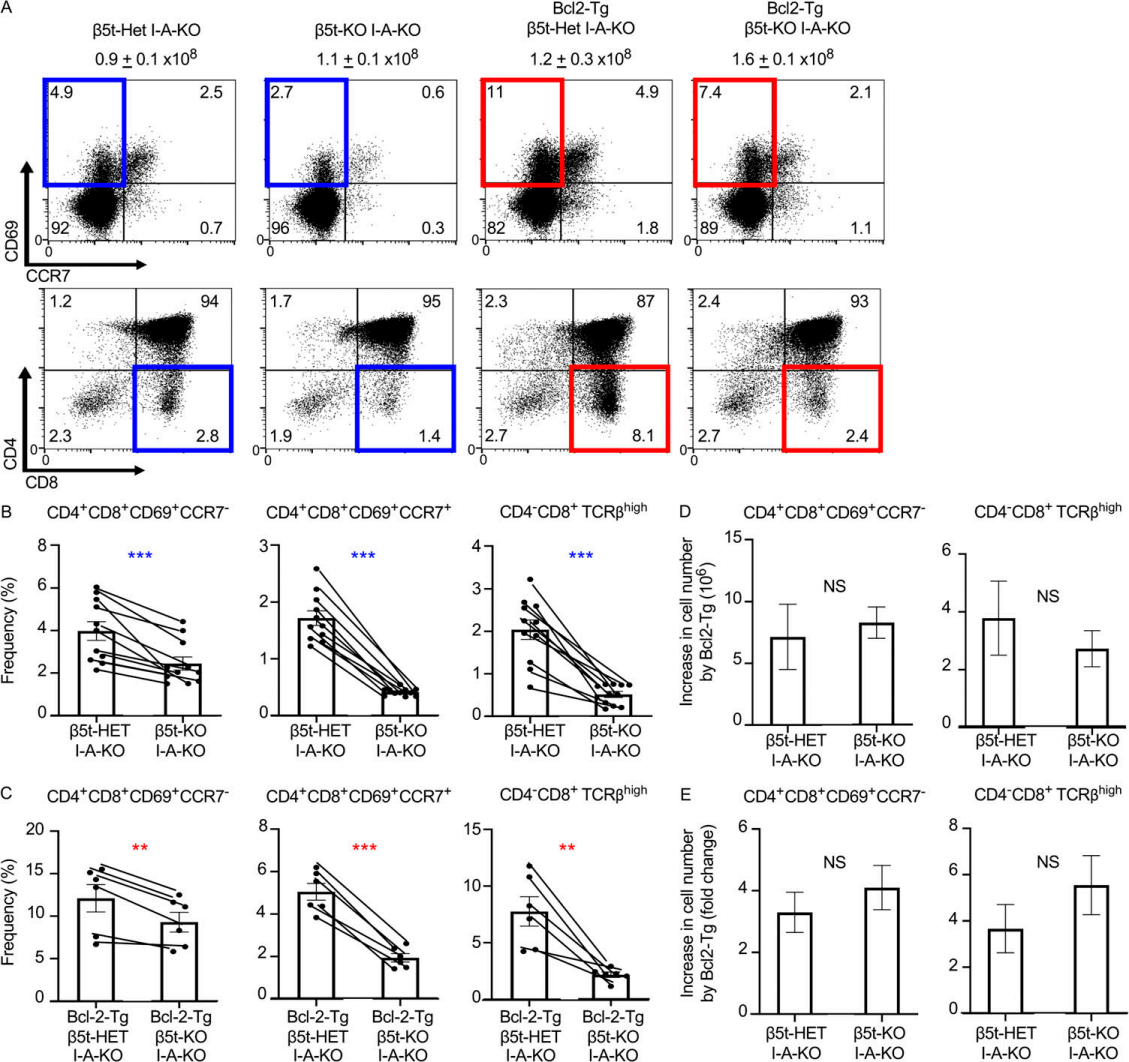
**Contribution of negative selection in thymoproteasome-dependent production of CD8^+^ T cells. (A)** Flow cytometric analysis of viable thymocytes from indicated mice at 4–10 wk old. Total viable cell numbers (means and SEMs, *n* = 8–9 in seven independent measurements) are listed. The frequency of cells within the indicated area is also shown. **(B and C)** Generation of indicated thymocyte subpopulations in Bcl2-Tg–negative mice (B) and Bcl2-Tg–positive mice (C) is shown as the frequency of cell numbers relative to the numbers of CD4^+^CD8^+^ CD69^−^CCR7^−^ immature thymocytes. **(D and E)** Differences (D) and fold changes (E) in cell numbers of indicated thymocyte subpopulations between Bcl2-Tg–positive and –negative mice are shown. **, P < 0.01; ***, P < 0.001 (by paired *t* test).

The increased cell numbers that resulted from Bcl-2–mediated prevention from any potential negative selection in CD4^+^CD8^+^ CD69^+^CCR7^−^ newly selected cortical thymocytes were 7.1 ± 2.6 × 10^6^ (3.7-fold increase) and 8.3 ± 1.3 × 10^6^ (4.1-fold increase) in the presence and absence of β5t, respectively (Fig. 6, D and E), showing that the β5t-deficient thymus exhibits no significant increase in the number of cells undergoing the deletion in the thymic cortex. Accordingly, there was a 2.7 ± 0.6 × 10^6^ (5.5-fold) greater abundance of CD4^−^CD8^+^TCRβ^high^ mature thymocytes in Bcl-2 transgenic β5t-deficient mice than in β5t-deficient mice compared with a greater abundance of 3.8 ± 1.3 × 10^6^ (3.7-fold) in Bcl-2 transgenic mice relative to that in WT mice (Fig. 6, D and E), showing that negative selection equivalently, and not differently, impacts the generation of CD4^−^CD8^+^ mature thymocytes in the presence or absence of β5t. These results indicate that the thymoproteasome-dependent positive selection of cortical thymocytes operates independent of apoptosis-mediated negative selection.

## Discussion

Our results indicate that β5t-containing thymoproteasome expressed by cTECs shapes the TCR repertoire of positively selected thymocytes in the thymic cortex before the migration to the thymic medulla. Our results also indicate that the thymoproteasome optimizes CD8^+^ T cell production independent of the thymic medulla; independent of additional antigen-presenting cells, including mTECs, DCs, and B cells; and independent of the apoptosis-mediated negative selection of developing thymocytes. Thus, the thymic medulla–dependent and/or apoptosis-mediated negative selection of positively selected thymocytes (Kincaid et al., 2016; Tomaru et al., 2019), a possibility originally described in 1980s (Marrack and Kappler, 1987; Kourilsky and Claverie, 1989), cannot readily serve as the basis for the thymoproteasome-mediated optimization of CD8^+^ T cell production.

Instead, our results reveal that CD4^+^CD8^+^ thymocytes that express the full-length TCRα chain derived from CD8^+^ T cells are destined to develop preferentially into CD8^+^ T cells rather than CD4^+^ T cells. These findings suggest that the full-length TCRα sequence, including the CDR3 sequence, influences the MHC restriction specificity of TCR recognition by T cells. Importantly, we found that the full-length TCRα#1-expressing CD8^+^ T cells preferentially develop in the thymoproteasome-expressing WT thymus, whereas the TCRα#2-expressing CD8^+^ T cells develop independent of the thymoproteasome and preferentially in the β5t-deficient thymus. These results, surprisingly, indicate that the full-length TCRα variable region structure, including the CDR3 sequence, is hardwired with the thymoproteasome-mediated optimization of CD8^+^ T cell production. Thus, our results reveal that the thymoproteasome connects cortical positive selection with the TCR repertoire of CD8^+^ T cells, independent of negative selection.

A recent report by Kincaid et al. (2016) demonstrated that the majority of CD8^+^ T cells positively selected in mice deficient in β1i, β2i, β5i, and β5t (4KO mice) failed to pass the negative selection checkpoint in the thymus. Their results showed that the magnitude of the rescue of CD4^−^CD8^+^ mature thymocytes by the loss of the proapoptotic protein Bim was much greater (22.7-fold over 5.0-fold; statistically significant difference) in the 4KO thymus than in the WT thymus. Based on these results, the report supports the hypothesis that most developing CD8^+^ T cells need to be selected on different peptides at positive selection and negative selection (Kincaid et al., 2016). In contrast, our results show that the magnitude of the rescue of CD4^−^CD8^+^ mature thymocytes by transgenic Bcl-2 expression, which inhibits proapoptotic BH3-only family proteins, not limited to Bim but included Puma (Pobezinsky et al., 2012), was essentially equivalent (5.5-fold over 3.7-fold; no statistically significant difference) in the thymus of β5t-deficient mice and control mice. These results indicate that the negative selection–dependent mechanism has no appreciable role in the thymoproteasome-mediated optimization of CD8^+^ T cell production. These results further suggest that the failure to pass the negative selection detected in 4KO mice is not primarily due to the loss of β5t-containing thymoproteasome in cTECs, but rather results from the loss of the immunoproteasome and its components β1i, β2i, and β5i, which are highly expressed in mTECs and DCs in the thymus (Nil et al., 2004).

The contribution of the thymoproteasome in the negative selection–dependent mechanism has also been supported in the recent analysis of β5t-transgenic, β5i-deficient mice that were engineered to ubiquitously express β5t but not β5i (Tomaru et al., 2019). They reported that the generation of CD8^+^ T cells was impaired in β5t-transgenic, β5i-deficient mice; however, those systemic β5t-transgenic mice were metabolically aberrant and showed weight loss due to the systemic reduction of chymotrypsin-like proteasomal activity (Tomaru et al., 2012). The study also showed that MHC-I expression was reduced in those β5t-transgenic, β5i-deficient animals (Tomaru et al., 2019). Thus, the aberrant thymocyte development in their β5t-transgenic, β5i-deficient mice may not be simply due to the loss of the MHC-I–associated peptide switching, but likely results from the combination of multiple abnormalities, including systemic aberrancy in the metabolism, in those transgenic mice.

Our results further demonstrate that the increases in absolute cell numbers that Bcl-2 prevented from negative selection in CD4^+^CD8^+^ CD69^+^CCR7^−^ newly selected cortical thymocytes were equivalent in the presence and absence of β5t. These results agree with previous results demonstrating that the percentage of CD4^+^CD8^+^ CD69^+^TCRβ^+^ thymocytes derived from Bim-deficient bone marrow cells showed a similar rescue of cells from negative selection in the presence and absence of β5t (Xing et al., 2013). These results further support that the thymoproteasome-mediated optimization of CD8^+^ T cell production is not merely due to the thymoproteasome-dependent generation in cTECs of MHC-I–associated self-peptides that are distinct from those peptides in mTECs, DCs, and other antigen-presenting cells.

It should be noted, however, that our results do not entirely rule out the possibility that the negative selection by additional antigen-presenting cells contributes to the β5t-dependent production of CD8^+^ T cells. Indeed, our data show that the number of CD4^−^CD8^+^ TCRβ^high^ thymocytes in the β5t-deficient, relB-deficient thymus was 39.5 ± 9.4% (*n* = 4) of that in the relB-deficient thymus in fetal thymus organ culture where hematopoietic cells lacked MHC-I molecules (Fig. 5 D), whereas the number of CD4^−^CD8^+^ TCRβ^high^ thymocytes in the β5t-deficient, relB-deficient thymus was 28.8 ± 6.0% (*n* = 6) of that in the relB-KO thymus (Fig. 4 F) in the presence of MHC-I molecules on hematopoietic cells. Although these cell number ratios do not show a statistically significant difference (P > 0.05), it is possible that MHC-I molecules expressed by hematopoietic cells play a minor role in the β5t-dependent optimization of CD8^+^ T cell production.

Finally, our deep-sequencing analysis of TCRα and TCRβ mRNAs expressed in CD8^+^ T cells isolated from four β5t-deficient mice and four control mice indicated that the repertoire of TCRα and TCRβ sequences in CD8^+^ T cells from β5t-deficient mice were similarly diverse compared with that from control mice, as estimated by the Shannon-Weaver diversity index (Fig. 1 B). Interestingly, however, the number of full-length TCR sequences shared in the four individual mice was higher in β5t-deficient mice than control mice (Fig. 1 E). The basis for these differences is unclear, although it is possible that β5t-dependent positive selection in normal thymic cortex may somehow restrict TCR specificities to form a functionally competent TCR repertoire shared by individual mice.

In conclusion, our results support a direct role of the thymoproteasome intrinsic to the positive selection in the thymic cortex, governing the generation of the TCR repertoire of CD8^+^ T cells. The thymoproteasome may contribute to the preferential production of MHC-I–associated self-peptides that carry structural advantages to interact with TCR structures, including the structure in the TCRα#1 V-J sequence, that are positively selected into CD8^+^ T cells. The present results highlight the importance of the future identification of self-peptide–MHC-I complexes displayed by WT and thymoproteasome-deficient mouse cTECs. Recent analysis of thymic epithelial cells in genetically engineered mice that carry an enlarged thymus (Ohigashi et al., 2019) has suggested the feasibility of biochemically identifying β5t-dependent MHC-I–associated peptide sequences freshly isolated from mouse cTECs, which we believe would benefit our understanding of the fundamental basis for the thymus-dependent positive selection of T cells.

## Materials and methods

### Mice

C57BL/6 (B6) were obtained from The Jackson Laboratory and SLC Japan. B6 background mice deficient in β5t (Murata et al., 2007), relB (Burkly et al., 1995), I-A^b^β (Cosgrove et al., 1991), β2m (Koller et al., 1990), and TCRα (Mombaerts et al., 1992), as well as transgenic for Bcl-2 (Sentman et al., 1991), were bred in our animal facility. All mouse strains were backcrossed at least 10 times to B6 mice. Littermates were used as control animals. All mouse experiments were performed with consent from the Animal Experimentation Committee of the University of Tokushima (T2019–62) and from the Animal Care and Use Committee of the National Cancer Institute (ASP 18–431 and EIB-076–2).

### TCRα-transgenic mice

Full-length TCRα sequences were cloned into human CD2-transgenic vector (Zhumabekov et al., 1995). TCRα-transgenic mice were bred to TCRα-deficient mice. Three or four lines of individual TCRα-transgenic mice produced essentially identical results in thymocyte development.

### Bone marrow chimeras

Bone marrow cells were depleted of T cells using anti-Thy1.2 MACS Microbeads (Miltenyi). Mice were lethally irradiated (9.5 Gy) and reconstituted with T cell–depleted bone marrow cells (2.5 × 10^6^ cells). Mice were analyzed 5–8 wk after reconstitution.

### Fetal thymus organ culture

Fetal thymus lobes isolated on embryonic day (E) 15.5 were organ cultured for 5 d on sponge-supported Nucleopore filters (Whatman) placed on RPMI 1640–based complete cell culture medium containing 1.35 mM dGuo. dGuo-treated thymus lobes were washed with PBS for 30 min twice. Fetal thymocytes isolated from E15.5 β2m-deficient mice were cultured with dGuo-treated thymus lobes (1 lobe/well) in a hanging drop (20 μl/well) in Terasaki plate for 24 h. Lobes were transferred onto freshly prepared Nucleopore membranes and organ cultured for 7 d (Ramsdell et al., 2006).

### Flow cytometric analysis

For the analysis of nonhematopoietic thymic cells, minced thymuses were digested with 0.5 U per ml Liberase (Roche) and 0.02% DNase I (Roche). Single-cell suspension was stained for the expression of platelet-derived growth factor receptor b (clone APB5; eBioscience), CD45 (clone 30-F11; eBioscience), EpCAM (clone G8.8; BioLegend), Ly51 (clone 6C3; BioLegend), H-2K^b^ (clone AF6-88.5; BioLegend), and H-2D^b^ (clone 28–14-8; eBioscience), and for the reactivity with UEA1 (Vector Laboratories). For the analysis of thymocytes and spleen cells, cells were stained for the expression of CD4 (clone RM4-5; eBioscience), CD8α (clone 53–6.7; eBioscience), CD8β (clone 53–5.8; BD PharMingen), CD5 (clone 53–7.3; BD Biosciences), CD11c (clone N418; BioLegend), CD19 (clone 6D5; BioLegend), TCRβ (clone H57-597; BioLegend), CD69 (clone H1.2F3; BioLegend), Vα8.3 (clone B21.14; BioLegend), CD45.2 (clone 104; BD PharMingen), CD45.1 (clone A20; BD Biosciences), CD44 (clone IM7; BioLegend), CD122 (clone TM-β1; BioLegend), CD62L (clone MEL-14; BD Horizon), and CCR7 (clone 4B12; Invitrogen). Biotinylated antibodies were detected by Pacific Blue–conjugated or Alexa 594–labeled streptavidin (Invitrogen). Flow cytometric analysis was performed on BD LSR Fortessa and FACSVerse (BD Biosciences). For the analysis of the intracellular expression of TCRβ, thymocytes were stained for cell-surface proteins and treated with Fixation/Permeabilization Buffer (Invitrogen), and intracellular staining was performed in Permeabilization Buffer (Invitrogen) and normal mouse serum (Jackson ImmunoResearch).

### Immunofluorescence analysis

Thymus tissues were fixed with 4% (g/vol) paraformaldehyde and embedded in optimum cutting temperature compound (Sakura Finetek). Frozen thymuses were sliced into 10-µm-thick sections and stained with antibodies specific for β5t (Murata et al., 2007) and Aire (clone 5H12; Invitrogen). Sections were also stained for reactivity with UEA1 (Vector Laboratories). Images were visualized and analyzed with a TCS SP8 (Leica) confocal laser scanning microscope.

### Pathology

Histologic grading of inflammatory lesions in hematoxylin and eosin–stained sections of all tissues fixed with 10% phosphate-buffered formalin (pH 7.2) was performed as described previously (Kohashi et al., 2008). Mild inflammation indicates that one to five foci composed of >20 mononuclear cells per focus were seen, moderate inflammation indicates that more than five such foci were seen, but without significant parenchymal damage, and severe inflammation indicates degeneration of parenchymal tissue.

### Deep sequencing analysis of TCR repertoire

10^6^ CD8^+^ T cells were sorted from lymph nodes and spleens in β5t^+/−^ and β5t^−/−^ mice (6–7-wk-old, male, *n* = 4 individual mice/group, >98% purity). cDNAs were amplified for TCRα or TCRβ genes with the ligation of a universal adaptor to the leader sequence of variable regions, which permitted effective and reproducible amplification of all TCR genes without bias due to variable sequences (Repertoire Genesis; Tsuruta et al., 1993). Large-scale, pair-ended sequencing was performed by using Illumina MiSeq. More than 2 × 10^6^ on average of total read sequences at 400–500 bp were analyzed.

### Quantitative RT-PCR analysis

Total cellular RNA was reverse transcribed with the PrimeScript Reverse transcription (Takara). PCR was performed by using ExTaq (Takara), and the PCR products were used for nested quantitative real-time PCR by using SYBR Premix ExTaq (Takara) and a StepOnePlus Real-Time PCR System (Applied Biosystems). The amplified products were confirmed to be single bands by gel electrophoresis.

### Single-cell RNA sequencing analysis

Thymocytes were stained for the expression of CD4, CD8α, TCRβ, CD69, and CCR7, and were sorted on FACS Aria II (BD Biosciences). Sorted cells were labeled with TotalSeq C hashtag oligos specific for CD45 (30-F11; BioLegend) and MHC-I (M1/42; BioLegend). Single-cell 5′ transcriptomic profiling was performed by using 10× Genomics system, and the data were analyzed by using RStudio software.

### Data availability

Deep sequencing data of TCR genes have been deposited in The DNA Data Bank of Japan (https://www.ddbj.nig.ac.jp) with the accession no. DRA011284. Single-cell RNA sequencing data have been deposited in NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) with the accession no. GSE164895.

### Online supplemental material

Fig. S1 shows the use of TCRα and TCRβ V regions detected in CD8^+^ T cells from β5t-deficient mice. Fig. S2 shows flow cytometric profiles of spleen cells from bone marrow chimera mice. Fig. S3 shows flow cytometric profiles of CD62L, CD69, CCR7, Vα8.3, and TCRβ expressed by thymocyte subpopulations from bone marrow chimera mice. Fig. S4 shows mean fluorescence intensity of CD5 and CD8 expression in CD4^+^CD8^+^ CD69^+^CCR7^−^ Vα8.3^+^ thymocytes from TCRα#1-transgenic and TCRα#2-transgenic TCRα-deficient mice. Fig. S5 shows cell numbers and flow cytometric profiles of thymocytes as well as inflammation grades of the tissues from β5t-deficient and relB-deficient mice. Table S1 lists the top five unique TCRα and TCRβ sequences detected in CD8^+^ T cells from β5t-deficient mice.

## Supplementary Material

Table S1 shows the top five unique TCRα and TCRβ sequences detected in CD8^+^ T cells from β5t^+/−^ (Het) mice and β5t^−/−^ (KO) mice.

How the deposited data were processed for this re-analysis (not part of the article)

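Thymocytes of 2 β5t-Het I-Aβ-KO and 2 β5t-KO I-Aβ-KO libraries were measured by 5′ single-cell RNA sequencing with hashtag antibodies. The authors deposited the filtered matrices of Cell Ranger 3.1.0 against mm10, and the unit of every value is a count of UMIs per gene or hashtag and cell, with no normalization. Beyond Cell Ranger's own choice of cells, no filter is stated. All 4 matrices, each with its feature and barcode tables, were read. Other experiments of the paper, such as TCR deep sequencing and the bone marrow chimeras, were not analysed here.

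Cells with fewer than 500 genes or more than 10% mitochondrial UMIs were left out. A cell was positive for a hashtag where a Gaussian mixture of 2 components on the log10 counts of that hashtag in that library gave a posterior over 0.5 for the upper component. Cells with several hashtags or with none were left out. Each hashtag was named by 35 markers of the populations, and the same hashtag took the same name in all 4 libraries. The 4 groups held 5163 (DP CD69-CCR7-), 4523 (DP CD69+CCR7-), 5242 (CD8SP CD69+CCR7+), and 5238 (CD8SP CD69-CCR7+) cells. The median UMIs per cell lay between 1497 and 1838.5 for DP CD69-CCR7- and between 4462 and 5427 for CD8SP CD69-CCR7+, and the sums held 1691175 to 3065479 and 5056251 to 7966204 UMIs. Clusters served as an alternative to the hashtags, from 2000 variable genes, 30 principal components, 15 neighbors, and Leiden resolution 1 in leidenalg 0.10.2.

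UMIs were summed per library and group and fitted in edgeR 4.0.16 (limma 3.58.1, R 4.3.3) with filterByExpr, TMM, and the quasi-likelihood test, adjusted by Benjamini-Hochberg, with a threshold of 0.05. Populations were compared over all 4 libraries with the library as a block. Within a genotype, the genes of Fig. 3 were compared over 2 libraries per group, also with the library as a block. β5t-KO and β5t-Het were compared in each population alone, with no block, because the paper names none. The libraries carry the numbers 1 and 2 in each genotype, and this pairing by measurement was checked: deviations from the mean of each genotype correlated across 5907 genes with r of 0.545, 0.615, 0.573, and 0.701 in the 4 populations, where genes are not independent replicates. A fit with the measurement as a block was therefore run beside it. That block lowered the residual degrees of freedom from 2 to 1 and the biological coefficient of variation from between 18.4% and 20.4% to between 7.52% and 9.04%. V segments were counted as UMIs of Trav and Trbv genes with at least 20 UMIs and scaled to the total of their chain.

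Of 24 gene lists, those with at least 3 tested members were tested with camera at a preset correlation of 0.01, beside an estimated correlation and fry, and adjusted over the lists of a comparison. Of 167 such tests, 55 passed with the preset correlation, 0 with an estimated correlation, and 39 with fry. Those with fry were 13 of 20 between the DP stages, 17 of 21 from DP to CD8SP, and 9 of 23 between the CD8SP stages, with 0 between genotypes. The test with an estimated correlation rests on the few residual degrees of freedom of these fits. It did not pass even the list where all 22 cell-cycle genes fell, so failing it does not show that a list is unchanged. The lists of dendritic cells and macrophages, erythroid cells, γδ T cells, and thymic stroma had too few tested members for any test. Samples, comparisons, lists, markers, and all alternatives but those named as later in the closing section were chosen before the data were examined. The genes named are those the paper names for this experiment or its argument, the 10 largest rises and 10 largest falls of each comparison of populations with a mean of at least 50 CPM and the same sign in all 4 libraries, for KO against Het up to 10 in each direction with at least 20 CPM and each β5t-KO library on the same side of both β5t-Het libraries, up to 4 members of each list with the highest CPM among those past the threshold, and up to 6 V segments past it with those of Table S1. Values in the paper's tables and figures had been seen by then. The rule for KO against Het was set for the fit with the measurement as a block, after the values of that fit were seen. Only part of the genes so chosen are printed, and some are not reported here.

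The fits were tested on simulated data with the depths of these sums. Each gene was drawn independently at a dispersion of 0.03, with no effect of the library beyond its depth. At a log2 fold change of 1, the comparison of the DP stages recovered 83% of changed genes, that of KO and Het at the DP CD69+CCR7- stage 48%, and the interaction 15%. At 2, they recovered 100%, 97%, and 77%. For V segments, 12 of 16 changes of 1 were recovered. Of the lists, the 1 that was shifted was called and 0 others were. Genes drawn independently hold no correlation within a list, so this cannot check the preset correlation. Alternatives were DESeq2 1.42.0, no TMM, other filters on genes and cells (at least 1000 genes and at most 5% mitochondrial UMIs, or none), doublets kept, cells thinned to 2000 UMIs, clusters in place of hashtags, other blocks, and each library left out in turn. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, and matplotlib 3.10.9 was used for cells, tables, and the plot.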

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

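The tests of a shift between clusters, of a shift of whole libraries, of DP cells with the CD8SP hashtag, and of free RNA, and the bound on background in the test of NK cells, were chosen only after the result was seen.

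Mature CD8SP thymocytes without β5t held more RNA of *Eomes*, a transcription factor of memory-like CD8 T cells, in a signal outside the genes that the paper discusses. In CD8SP CD69-CCR7+ cells with the measurement as a block, *Eomes* had a log2 fold change of 4.12 (standard error 0.17, adjusted p = 5.1e-18) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 2.89 and 5.34 CPM in the β5t-Het libraries and 52.0 and 81.5 in the β5t-KO libraries, but its adjusted p was 0.385 with no block and ran from 8.6e-83 to 0.460 over its alternatives. *Ly6c2*, *Sidt1*, and *Ccl5* had 1.73, 1.87, and 2.99, and *Igfbp4* had -1.06. All of these genes, *Eomes* included, were named after their values were seen. NK or other innate cells without *Cd8b1* in the gate are argued against for *Eomes* and *Ly6c2*, since β5t-KO cells with a UMI of these genes held *Cd8b1* in at least 0.988 and 0.944 times the share of the other cells, and such cells were at least 5 times as frequent as in DP CD69-CCR7- cells, which bound the background (for *Ly6c2*, 176 cells with and 1178 without it in β5t-KO replicate 1 and 168 and 758 in replicate 2, against 0.240% and 0% of DP CD69-CCR7- cells). For *Sidt1*, at 0.967 but with a UMI in 16.2% and 20.2% against 6.00% and 4.72%, and for *Ccl5*, at 0.588 with 5 and 4 such cells, cells without *Cd8b1* cannot be told apart from CD8SP cells. Innate-like T cells that hold *Cd8b1* would give the same shares as other CD8SP cells, so this test cannot speak to them for any of these genes. The cells had been stained for proteins that included CD8α and TCRβ before the sort, where a gate on TCRβ would leave out most NK cells, but the gates are not stated. DESeq2 called genes known from NK cells, such as *Klra8* and *Gzma*, higher in this group without β5t, and the cells that hold them were not examined. *Tyrobp* and *Fcer1g*, abundant in NK cells, had 1.81 and 1.39 CPM in this group of β5t-KO replicate 1 and 0.183 and 0 in that of replicate 2. In β5t-Het they had 0.126 and 0.251 in replicate 1 and 0 and 0 in replicate 2. These levels are low in every library but highest in β5t-KO replicate 1, so a few NK cells there are not excluded. The makeup of the group also differed, with 7.58% and 35.8% of β5t-Het and 29.2% and 65.2% of β5t-KO cells in 1 cluster of mature cells. *Ly6c2*, *Eomes*, and *Igfbp4* are among the genes that mark this cluster. Its share and the change in these genes are therefore partly the same signal. With β5t-KO cells weighted to the cluster shares of β5t-Het cells within each measurement, the log2 ratio stayed at no less than 0.872 times its value for *Eomes* and 0.844 for *Sidt1*, which argues against a shift between clusters as their whole cause. Such a shift cannot be told apart from a change within cells for *Ly6c2*, at 0.333 in its lower measurement, and *Ccl5*, at 0.718, since neither met a bound in both measurements. A response of CD8SP thymocytes to loss of β5t stays open and was not tested, as do a difference between the libraries or mice other than the genotype and mature cells that returned to the thymus.

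Transcripts *AY036118* and *mt-Atp8* were higher in β5t-KO libraries in all 4 populations, outside the genes the paper discusses. At the DP CD69+CCR7- stage with the measurement as a block they had log2 fold changes of 1.36 (standard error 0.11, adjusted p = 1.8e-07) and 1.25 (standard error 0.11, adjusted p = 3.3e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over their alternatives the adjusted p of each ran from 1.4e-09 to 1.00. Cells with more than 5% mitochondrial UMIs or with few genes are argued against as the main cause. Under the stricter filter, which leaves them out, the mean change of these transcripts with *Gm42418* and *Lars2* stayed at 0.936 times its value. Damage below that cut cannot be told apart from the genotype, since the filter keeps such cells. The median mitochondrial share ran from 0.682% (β5t-Het replicate 1, DP CD69+CCR7-) to 1.28% (β5t-KO replicate 1, CD8SP CD69-CCR7+). A shift of the whole library cannot be told apart from the genotype, since every population of a library shares its preparation and the largest range of a transcript's change over the populations was 0.516, for *Lars2*, between the bounds set for either reading. A biological effect of the genotype stays open and was not tested.

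The CD8SP CD69+CCR7+ group of β5t-KO replicate 2 held DP genes far above the other libraries: *Rag1* at 119 CPM against 3.08 to 4.05, *Plxnd1* at 13.4 against 2.60 to 3.72, and *Cd4* at 40.6 against 0.974 to 3.43. Without the 220 cells that cluster with DP or cycling DP thymocytes, *Rag1* fell to 0.0724 times its value, in line with DP cells that carry this hashtag. The first form of this test left out only the 185 cells of the main DP cluster and gave 0.229, and the cycling cluster was added after that value was seen. The same value of 0.0724 argues against free RNA of DP cells in every droplet, and doublets of a DP and a CD8SP cell are argued against, since the 185 cells held *Ccr7* at 0.0130 times the level of the other cells of the group, and the 35 cells of the cycling cluster held it at 0 times the level of the cells outside both clusters. No biological explanation was tested.

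In the other groups a library lay far from the rest for *Itgb7* in DP CD69+CCR7- cells of β5t-Het replicate 2, at 26.0 CPM against 15.9 to 16.3, and for *Plxnd1* in CD8SP CD69-CCR7+ cells of β5t-KO replicate 2, at 2.19 CPM against 0.502 to 0.697. Such a library was found in 5 of 52 groups of 4 libraries, where chance gives about 1 in 20.

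With the measurement as a block, genes differed between β5t-KO and β5t-Het in data the paper did not test, with 9 in DP CD69-CCR7-, 38 in DP CD69+CCR7-, 7 in CD8SP CD69+CCR7+, and 436 in CD8SP CD69-CCR7+ cells, against 0 in each without a block. In the fit of CD8SP CD69-CCR7+ cells the block leaves 1 residual degree of freedom, and the estimate of the spread rests on 31.0 prior degrees of freedom shared by all genes.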

How the results depend on the processing

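The alternative in which hashtag and cluster must give the same population, and that in which Trav families were summed with the measurement as a block, were chosen only after the result was seen. All 18 directions of the Fig. 3 genes held with each replicate left out, clusters, doublets kept, no filter on cells, and thinned shares of cells. Of the counts of genes, V segments, and lists under alternatives, 141 stayed within 1.5 times their value and 52 did not. Over 164 named genes and 2762 values under alternatives, 2580 kept direction and call, 51 lost the call, 116 gained it, and 15 reversed.

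From DP CD69-CCR7- to DP CD69+CCR7-, the 4327 genes became 2659 with DESeq2, 2773 without the library block, and 1163 at an absolute log2 fold change of at least 1, and 3654 to 4009 with 1 library left out. For the step from DP CD69+CCR7- to CD8SP CD69+CCR7+, the 4738 became 3004 in β5t-Het libraries alone, 2693 in β5t-KO libraries alone, and 1453 at that fold change, and 3608 to 4581 with 1 left out. For the CD8SP stages, the 2300 became 4273 without TMM, 997 with DESeq2, 1459 thinned, 540 without the block, 1109 and 1110 in β5t-Het and β5t-KO libraries alone, and 355 at that fold change. With 1 library left out it lay between 1246, without β5t-KO replicate 1, and 2046. Fewer libraries explain the counts within a genotype and the threshold those at a fold change of 1; otherwise the cause was not tested.

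Between β5t-KO and β5t-Het, the count of 0 from edgeR in DP CD69-CCR7-, DP CD69+CCR7-, CD8SP CD69+CCR7+, and CD8SP CD69-CCR7+ became 1, 1, 2, and 18 with DESeq2, 2, 7, 55, and 103 with no filter on low counts, 9, 38, 7, and 436 with the measurement as a block, and 21, 49, 87, and 492 with that block and hashtag and cluster giving the same population. With all populations fitted together it became 3 in CD8SP CD69-CCR7+. With 1 library left out the ranges were 0 to 46, 0 to 47, 0 to 74, and 0 to 6. The libraries behind these were β5t-Het replicate 1 (2) and 2 (46) in DP CD69-CCR7-, β5t-Het replicate 1 (4) and 2 (47) in DP CD69+CCR7-, β5t-KO replicate 1 (74) in CD8SP CD69+CCR7+, and β5t-Het replicate 2 (6), β5t-KO replicate 1 (2), and β5t-KO replicate 2 (1) in CD8SP CD69-CCR7+. Where 1 library is left in a genotype, it is assumed to vary like the others. The interaction count of 0 became 9 with no filter on low counts, 1 with doublets kept, and 2 to 16 with 1 library left out (9 and 2 without β5t-Het replicates 1 and 2, 14 and 16 without β5t-KO replicates 1 and 2). The cause was not tested.

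The count of 0 V segments became 1 in DP CD69-CCR7- with families summed and the block. With 1 library left out it was 0 to 1 in DP CD69-CCR7- (1 without β5t-Het replicate 2), 0 to 0 in DP CD69+CCR7-, 0 to 2 in CD8SP CD69+CCR7+ (1 and 2 without β5t-Het replicates 1 and 2), and 0 to 1 in CD8SP CD69-CCR7+ (1 without β5t-Het replicate 1 or 2). The 55 lists past the threshold became 0 with an estimated correlation.

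Reversed log2 fold changes, all but those of *Klf2* and *Stmn1* near 0 or in genes of low counts, were as follows, and their cause was not tested. Between DP CD69-CCR7- and DP CD69+CCR7- they were *Klf2* 0.37 with doublets kept, *Itgb7* -0.0543 thinned, *Stmn1* 1.01 with clusters and 1.08 with hashtag and cluster the same, and *Bcl2l11* -0.0489 with clusters, -0.0455 with both the same, and -0.0724 in β5t-Het libraries alone, with -0.0393 (without β5t-KO replicate 2) to 0.155 when 1 library was left out. Between DP CD69+CCR7- and CD8SP CD69+CCR7+ they were *H2-Ab1*, at -0.18 (without β5t-KO replicate 2) to 1.31, and *Relb* 0.00099 in β5t-Het libraries alone. Between the CD8SP stages they were *Rag1*, at -2.56 (without β5t-Het replicate 2) to 0.11 (without β5t-KO replicate 2) and 0.32 in β5t-Het libraries alone, *Cd8b1* 0.0416 with clusters and 0.0209 in β5t-Het libraries alone, and *Bbc3* 0.0152 with hashtag and cluster the same. Depth limits *S1pr1* between the DP stages, where it had too few UMIs to be tested, and *Psmb11*.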

Other observations

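The tests on other splits of the samples were chosen only after the result was seen. Interferon response genes passed as a list, lower without β5t in every population, at the preset correlation alone. Over all genes without a block edgeR called 0 members, with 5, 9, 9, and 7 at an unadjusted p under 0.05, and DESeq2 called *Ifi27l2a* in CD8SP CD69+CCR7+ cells (adjusted p = 0.0477). In DP CD69-CCR7-, DP CD69+CCR7-, CD8SP CD69+CCR7+, and CD8SP CD69-CCR7+ cells the camera adjusted p of the list was 3.5e-05, 4.2e-12, 1.3e-16, and 1.0e-09, and adjusted p = 0.647, 0.556, 0.409, and 0.676 with an estimated correlation. Adjusted over the list alone, 0, 6, 3, and 0 of 19, 18, 23, and 23 members were lower without a block and 5, 10, 18, and 17 with the measurement as a block, against 0, 4, 1, and 12 over all genes with that block. In CD8SP CD69+CCR7+ cells a part of this can come from β5t-KO replicate 2, where 220 cells cluster with DP or cycling DP thymocytes, which express interferon response genes at a lower level: in that comparison with the block, 8 of 11 genes of recombination and the pre-selection stage and 7 of 15 of dissociation and heat shock were higher adjusted over the list alone and 0 over all genes (camera adjusted p = 0.00197 and 2.8e-04, adjusted p = 0.827 and 0.827 with an estimated correlation). The median log2 fold change of the interferon response genes there was -0.53, -0.45 without that library, and -0.30 over 20 genes where hashtag and cluster give the same population, which also leaves out a cluster of cells with high interferon response genes, with 1 lower adjusted over the list alone, and 9 with the block. In CD8SP CD69-CCR7+ cells with the block, *Irf7*, a transcription factor that amplifies the response, had a log2 fold change of -0.77 (standard error 0.10, adjusted p = 2.7e-06) and *Ifit1*, which binds viral RNA, -0.95 (standard error 0.13, adjusted p = 4.1e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both were lower in each β5t-KO library than in both β5t-Het libraries. The rule for naming genes between the genotypes asks for this, so it is no further evidence. The makeup of the CD8SP groups differed as well, since a cluster marked by *Ifit3*, *Ifit1*, *Isg15*, and *Irf7* held 5.92% and 11.0% of β5t-Het and 3.34% and 6.50% of β5t-KO CD8SP CD69+CCR7+ cells, and 8.45% and 18.4% against 4.90% and 8.44% of CD8SP CD69-CCR7+ cells. In DP CD69+CCR7- cells with the block, *Irf1* had -0.80 (standard error 0.12, adjusted p = 0.00292). In the same fit *Rag1* had 0.88 (standard error 0.17, adjusted p = 0.0211) and was higher without β5t, and the test of the change between the DP stages for a difference between the genotypes called 0 genes.

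Transcripts of the mitochondrial genome passed as a list, higher without β5t, at the preset correlation alone. Over all genes without a block edgeR called 0 of 13 in each population, with 9, 3, 5, and 7 at an unadjusted p under 0.05, and DESeq2 called *mt-Atp8* in each. Adjusted over the list alone, 9, 1, 1, and 2 of 13 were higher in the same order of populations and 12, 7, 6, and 13 with the block, with camera adjusted p = 1.1e-12, 2.4e-04, 1.0e-05, and 8.0e-08 and adjusted p = 0.647, 0.682, 0.497, and 0.676 with an estimated correlation. Of 13 genes of the CD8 lineage in CD8SP CD69-CCR7+ cells, 4 were higher adjusted over the list alone and 0 over all genes (camera adjusted p = 0.00185, adjusted p = 0.676 with an estimated correlation). Genes within 5 Mb of *Psmb11* did not differ as a list, with camera adjusted p = 0.174, 0.406, 0.213, and 0.934. Of 4 sex-linked genes, none differed between the genotypes in any population, over all genes or adjusted over the list alone.

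edgeR called 0 genes between the genotypes in DP CD69-CCR7- (9700 tested, 134 at an unadjusted p under 0.05, 1 from DESeq2), CD8SP CD69+CCR7+ (10133 tested, 136 unadjusted, 2 from DESeq2), and CD8SP CD69-CCR7+ cells (10164 tested, 279 unadjusted, 18 from DESeq2). Each unadjusted count is below the share of 0.05 that chance alone would give. Without a block the difference between the measurements stays in the spread, so 0 genes does not show that none differ. The calls of DESeq2 were *mt-Atp8* in DP CD69-CCR7- cells and *mt-Atp8* and *Ifi27l2a* in CD8SP CD69+CCR7+ cells, and in CD8SP CD69-CCR7+ cells they included *Eomes* (adjusted p = 7.6e-21), *Sidt1* (adjusted p = 1.1e-06), and *Cxcr3* (adjusted p = 7.9e-04), named after their values were seen. DESeq2 also called genes known from NK cells as higher in β5t-KO CD8SP CD69-CCR7+ cells, with log2 fold changes of 7.28 for *Klra3*, 7.47 for *Klra6*, 7.50 for *Klra8*, 2.63 for *Gzma*, 2.79 for *Ccl4*, and 6.23 for *Samd3* (adjusted p from 2.0e-04 to 0.0460), also named after their values were seen. The cells that hold them were not examined. *Tyrobp* and *Fcer1g*, abundant in NK cells, had at most 1.81 and 1.39 CPM in this group of any library, both in β5t-KO replicate 1. Without single libraries edgeR called 2 (β5t-Het replicate 1) and 46 (β5t-Het replicate 2) in DP CD69-CCR7-, 74 (β5t-KO replicate 1) in CD8SP CD69+CCR7+, and 6, 2, and 1 (β5t-Het replicate 2, β5t-KO replicates 1 and 2) in CD8SP CD69-CCR7+ cells.

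In cells thinned to 2000 UMIs, an *Eomes* UMI was found in 0.578% (exact 95% interval 0.265 to 1.09) and 0.815% (exact 95% interval 0.353 to 1.60) of β5t-Het CD8SP CD69-CCR7+ cells and in 7.90% (exact 95% interval 6.52 to 9.47) and 12.7% (exact 95% interval 10.7 to 15.1) of β5t-KO cells, against 0% to 0.480% of thinned DP CD69-CCR7- cells. Each interval covers the sampling of cells within a library, not the spread between libraries or mice.

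No V segment passed between the genotypes in edgeR, of 88, 93, 95, and 92 tested in the 4 populations, with 3, 4, 4, and 2 at an unadjusted p under 0.05 and 6, 0, 6, and 4 with the measurement as a block. A change of 1 can be missed here, since *Trbv14* at the DP CD69+CCR7- stage, at 0.87, had a standard error of 0.41. *Trbv29*, named in Table S1, took 7.50% and 7.22% of Trbv UMIs in β5t-Het and 4.55% and 4.85% in β5t-KO DP CD69-CCR7- cells, a log2 fold change of -0.65 (standard error 0.22, adjusted p = 0.188 from edgeR). With the measurement as a block it had -0.65 (standard error 0.21, adjusted p = 0.464) among V segments and -0.69 (standard error 0.10, adjusted p = 0.00476) among all genes. With 0 Trav segments and 0 Trav families called in CD8SP CD69-CCR7+ cells with the block, neither the haplotype around *Psmb11* nor reads shared between Trav copies could be tested as a cause of a difference. With 1 library left out, 1 segment passed in DP CD69-CCR7- (without β5t-Het replicate 2), 1 and 2 in CD8SP CD69+CCR7+ (without β5t-Het replicates 1 and 2), and 1 in CD8SP CD69-CCR7+ cells (without β5t-Het replicate 1 or 2).

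Without a block, the real split of the 8 sums gave 2773 genes for DP CD69+CCR7- from DP CD69-CCR7- cells, 3681 for CD8SP CD69+CCR7+ from DP CD69+CCR7- cells, and 540 for CD8SP CD69-CCR7+ from CD8SP CD69+CCR7+ cells. Each library gives 2 sums, so only the 8 splits that part the sums of every library exchange sums within libraries alone. Of these, 1 gave as many genes in each comparison, the real split, with 0 as the highest other, and 8 splits are too few for a share under 0.05. Among all 35 splits the highest other counts were 198, 44, and 1383, each that of measurement 1 against measurement 2, and with the library as a block the CD8SP stages gave 2300 genes.

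Between the DP stages, 9 of 15 glycolysis genes rose and 1 fell, with the same counts adjusted over the list alone (camera adjusted p = 0.00584, adjusted p = 0.488 with an estimated correlation). Between the CD8SP stages, 12 of 23 interferon response genes rose and 1 fell, 13 and 1 adjusted over the list alone (camera adjusted p = 2.4e-04, adjusted p = 0.585 with an estimated correlation), but 8 were higher and 4 lower without TMM.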
